# c-Myc Drives inflammation of the maternal-fetal interface, and neonatal lung remodeling induced by intra-amniotic inflammation

**DOI:** 10.3389/fcell.2023.1245747

**Published:** 2024-02-28

**Authors:** April W. Tan, Xiaoying Tong, Silvia Alvarez-Cubela, Pingping Chen, Aline Guimarães Santana, Alejo A. Morales, Runxia Tian, Rae Infante, Vanessa Nunes de Paiva, Shathiyah Kulandavelu, Merline Benny, Juan Dominguez-Bendala, Shu Wu, Karen C. Young, Claudia O. Rodrigues, Augusto F. Schmidt

**Keywords:** intra-amniotic inflammation, preterm birth, bronchopulmonary dysplasia, pulmonary hypertension, placental inflammation, fetal inflammation

## Abstract

**Background:** Intra-amniotic inflammation (IAI) is associated with increased risk of preterm birth and bronchopulmonary dysplasia (BPD), but the mechanisms by which IAI leads to preterm birth and BPD are poorly understood, and there are no effective therapies for preterm birth and BPD. The transcription factor c-Myc regulates various biological processes like cell growth, apoptosis, and inflammation. We hypothesized that c-Myc modulates inflammation at the maternal-fetal interface, and neonatal lung remodeling. The objectives of our study were 1) to determine the kinetics of c-Myc in the placenta, fetal membranes and neonatal lungs exposed to IAI, and 2) to determine the role of c-Myc in modulating inflammation at the maternal-fetal interface, and neonatal lung remodeling induced by IAI.

**Methods:** Pregnant Sprague-Dawley rats were randomized into three groups: 1) Intra-amniotic saline injections only (control), 2) Intra-amniotic lipopolysaccharide (LPS) injections only, and 3) Intra-amniotic LPS injections with c-Myc inhibitor 10058-F4. c-Myc expression, markers of inflammation, angiogenesis, immunohistochemistry, and transcriptomic analyses were performed on placenta and fetal membranes, and neonatal lungs to determine kinetics of c-Myc expression in response to IAI, and effects of prenatal systemic c-Myc inhibition on lung remodeling at postnatal day 14.

**Results:** c-Myc was upregulated in the placenta, fetal membranes, and neonatal lungs exposed to IAI. IAI caused neutrophil infiltration and neutrophil extracellular trap (NET) formation in the placenta and fetal membranes, and neonatal lung remodeling with pulmonary hypertension consistent with a BPD phenotype. Prenatal inhibition of c-Myc with 10058-F4 in IAI decreased neutrophil infiltration and NET formation, and improved neonatal lung remodeling induced by LPS, with improved alveolarization, increased angiogenesis, and decreased pulmonary vascular remodeling.

**Discussion:** In a rat model of IAI, c-Myc regulates neutrophil recruitment and NET formation in the placenta and fetal membranes. c-Myc also participates in neonatal lung remodeling induced by IAI. Further studies are needed to investigate c-Myc as a potential therapeutic target for IAI and IAI-associated BPD.

## 1 Introduction

Approximately 15 million infants are born preterm annually worldwide, and preterm birth is the leading cause of death in children under the age of 5 years (Blencowe et al., 2012; Liu et al., 2016). Survivors of preterm birth suffer a lifetime of disability and continue to require complex multidisciplinary medical care beyond the neonatal period and childhood years. Adult survivors of preterm birth are at increased risks for mortality, chronic multi-organ diseases, psychiatric disorders, and decreased quality of life (Crump et al., 2019; Markopoulou et al., 2019; Crump, 2020; Petrou et al., 2020). Intra-amniotic inflammation (IAI) is present in 70%–85% of preterm births that occur before 30 weeks of gestation and is the cause of up to 40% of preterm births (Romero et al., 1998; Romero et al., 2014). Current clinical strategies to manage IAI include the use of antibiotics and expectant management of labor, but IAI is most often sterile, and the poor clinical outcomes of preterm birth and neonatal morbidities are associated with the presence of inflammation itself, regardless of bacterial infection (Combs et al., 2014).

The presence of IAI is also associated with increased risk for bronchopulmonary dysplasia (BPD) in preterm infants, compounding the severe chronic morbidities that survivors of preterm birth already face (Villamor-Martinez et al., 2019). Moreover, the risk of BPD is inversely proportional to gestational age. With advances in neonatology over the past decade, more extremely low gestational age and extremely low birth weight infants are surviving, but the prevalence and burden of long-term impairment from prematurity and BPD have also increased. There is a lack of effective therapies for BPD, and BPD continues to be the most common long-term morbidity among preterm infants leading to lifelong respiratory impairment (Stoll et al., 2015). Survivors of preterm birth with BPD experience more childhood wheezing and respiratory illnesses and have more special care needs (Stoll et al., 2015; DeMauro, 2018). Adult survivors of BPD have altered lung structure, impaired lung function and exercise capacity, and decreased quality of life (Caskey et al., 2016). Preterm birth and BPD are major public health issues, hence there is a pressing need for effective targeted therapies to prevent preterm birth and BPD.

The pathogenesis of BPD is multifactorial and involves multiple pathways, posing a challenge to the development of new therapies (Mathew, 2020). c-Myc is an oncogene and key transcription factor that regulates multiple cellular functions including proliferation, differentiation, cell metabolism and apoptosis. c-Myc is downstream of multiple pathways that have been implicated in the pathophysiology of both preterm birth and BPD such as tumor necrosis factor-α (TNFα), Notch signaling, Wingless/Int-1 (Wnt) signaling, and Janus Kinase/Signal transducers and activators of transcription (JAK/STAT) signaling (Green and Arck, 2020; Mathew, 2020). c-Myc has a basic-helix-loop-helix-leucine zipper structure and heterodimerizes with a ubiquitous protein called Max to become transcriptionally active (Chen et al., 2018). In tracheal aspirates of preterm infants, the MYC/MAX complex was overrepresented in lung macrophages of infants prone to BPD (Sahoo et al., 2020). We hypothesize that c-Myc has a role in modulating inflammation of the placenta and fetal membranes in IAI, leading to fetal lung inflammation and neonatal lung remodeling. To test our hypothesis, our first objective was to determine the kinetics of c-Myc in the placenta, fetal membranes and lungs exposed to IAI in a pregnant rat model of IAI using ultrasound-guided intra-amniotic lipopolysaccharide (IA LPS) injections. We then prenatally treated pregnant rats with IAI induced by IA LPS with a small molecule c-Myc inhibitor 10058-F4 (Huang et al., 2006). We show that c-Myc inhibition in a rat model of IAI decreased inflammation in the placenta and fetal membranes, and attenuated lung parenchymal and vascular remodeling induced by IAI, demonstrating a potential role of c-Myc in modulating inflammation at the maternal-fetal interface, and neonatal lung remodeling induced by IAI.

## 2 Materials and methods

### 2.1 Animal model of IAI

To determine the kinetics of c-Myc in normal lung development and in IAI-exposed animals, time-mated Pregnant Sprague-Dawley rats received ultrasound-guided (Vevo 3100, VisualSonics) intra-amniotic injections of 10 μg lipopolysaccharide (*E. coli* O55:B5, cat. #L4525-5MG, Sigma-Aldrich, St Louis, MO) (IA LPS) or sterile phosphate buffered saline (PBS) at embryonic day 18 (Figure 1). A group of animals were delivered by cesarean sections 3 h after IA LPS injections for *in vivo* imaging of LPS distribution using a Cy5.5-tagged LPS (cat # LPS-S55-1, Nanocs, Boston, MA) and imaged on IVIS Spectrum *In Vivo* Imaging System (PerkinElmer Inc., Waltham, MA). For assessment of IAI, a group of animals were delivered by cesarean section at 24 h post-IA LPS for placenta and fetal membrane sampling. Another group of animals were allowed to deliver naturally around embryonic day (E) 21 and rat pup lungs were sampled at postnatal day 14. For assessment of c-Myc lung expression in postnatal development, a subgroup of animals was sacrificed at four timepoints: day of delivery (P0), and postnatal days (P) 3, 7 and 14.

**FIGURE 1:**
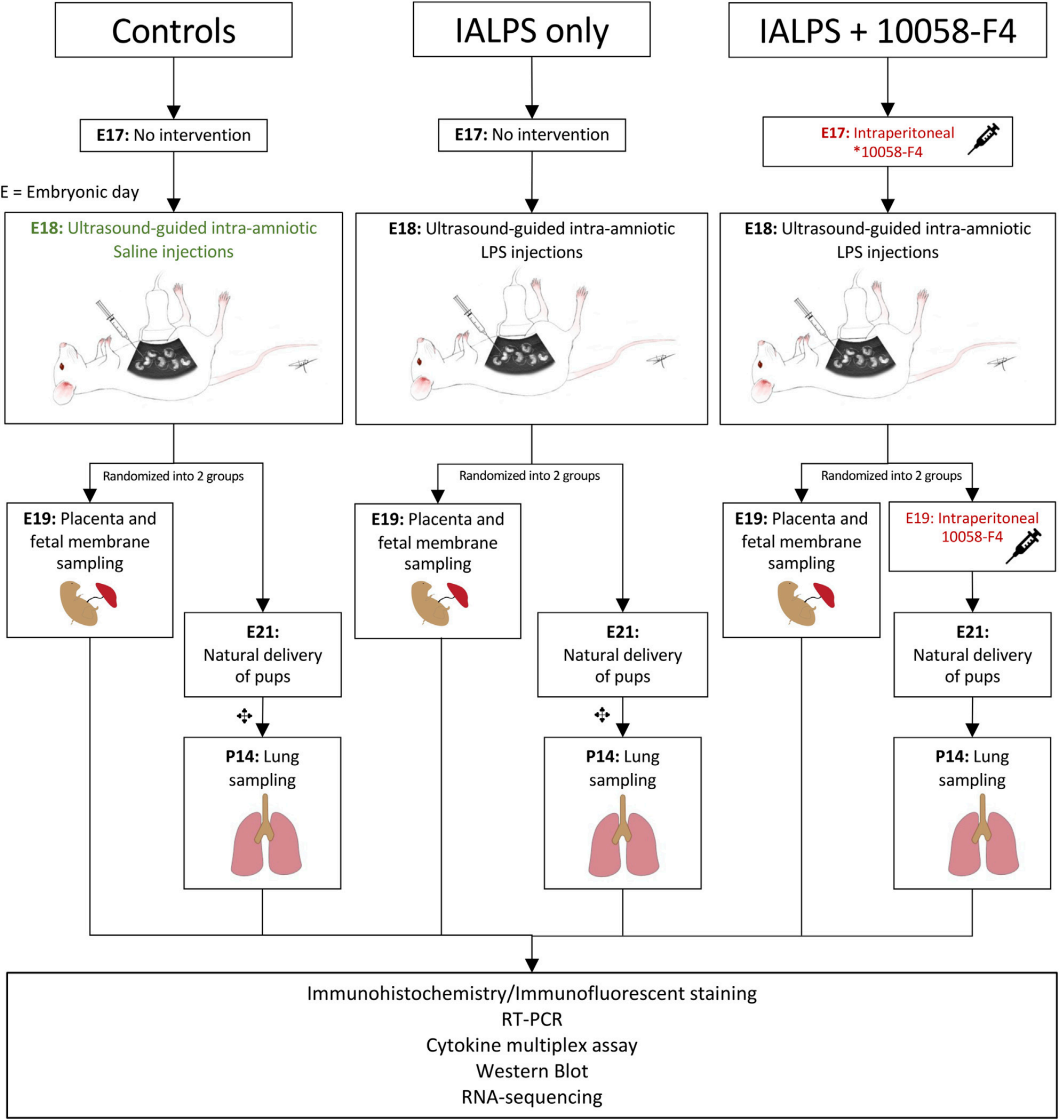
Experimental design. Pregnant time-mated Sprague-Dawley rats were randomized into 3 groups: 1) IA saline, 2) IALPS, or 3) IALPS +10058-F4. Intra-amniotic injections were performed on E18 under ultrasound guidance. Intraperitoneal c-Myc inhibitor injections were administered on E17 only for pregnant rats who underwent C-section for placenta and fetal membrane sampling on E19, and both E17 and E19 for pregnant rats undergoing natural delivery of pups for neonatal lung sampling. ✥subgroup of rat pups euthanized at P0, P3 and P7 for assessment of c-Myc expression over postnatal lung development. IALPS = Intra-amniotic lipopolysaccharide, E = Embryonic day. *10058-F4 = c-Myc inhibitor.

### 2.2 Treatment groups

For c-Myc inhibition experiments, time-mated pregnant Sprague-Dawley rats were randomized into three groups: IA saline injections (control); IA LPS injections only, or IA LPS injections with c-Myc inhibitor (IA LPS+10058-F4) (Figure 1). 10058-F4 (MedChemExpress, NJ, United States) was diluted per manufacturer’s instructions in 10% dimethyl sulfoxide (DMSO) and 90% sesame oil to 10 mM. One group of pregnant dams received intraperitoneal injections of 20 mg/kg of 10058-F4 on E17. Placenta and fetal membranes were sampled and analyzed at 24 h post-IALPS injections after 1 dose of 10058-F4. The remaining group of pregnant rats received a second dose of 10058-F4 on E19 and were allowed to naturally deliver. Rat pups were euthanized and neonatal lungs analyzed on P14.

### 2.3 Histological assessment

Whole placentas with fetal membranes and whole fetuses were fixed with 4% paraformaldehyde overnight. Following fixation, samples were embedded in paraffin and sectioned. Hematoxylin/eosin (H&E) staining was performed to assess for neutrophil infiltration in whole sections of placenta and fetal membranes. TUNEL assay was used to assess apoptosis in placenta and fetal membranes using a commercial kit (Click-iT Plus TUNEL Assay, cat #10617, ThermoFisher, Waltham, MA) according to the manufacturer’s instructions. To assess differences in cell proliferation, placenta sections were stained with Ki67 antibody and total number of cells and number of Ki67-stained cells per high power field (hpf) were quantified using Zeiss Axio Observer Microscopy image processing software. Six distinct regions of two placenta sections per sample was analyzed. Analysis was performed by calculating ratio of cells stained with Ki67 to total number of cells per hpf.

Neonatal lungs were inflation-fixed with 4% paraformaldehyde at 30 cm H_2_O via a tracheal cannula for 5 min and then fixed overnight. Following fixation, samples were embedded in paraffin and sectioned. To assess lung alveolarization in the peripheral parenchymal regions of lungs, lung sections were stained with H&E, and mean linear intercept (MLI) was performed on six distinct regions of one lung section per animal, avoiding large vessels and airways, and was calculated as previously described (Knudsen et al., 2010). Radial alveolar counts were performed on ten regions of one lung section per animal and calculated as previously described (Cooney and Thurlbeck, 1982). Pulmonary vascular muscularization was assessed by calculating ratio of small pulmonary vessels identified by endothelial cells staining with vWF that simultaneously stained positive for smooth muscle actin (SMA) antibody, as previously described (Ciuclan et al., 2011). Peripheral parenchymal regions of lungs were analyzed to avoid large vessels and airways. 4–5 animals were assessed per group. We performed immunohistochemistry on paraffin-embedded tissue sections with heat-assisted antigen retrieval with citrate buffer (pH 6.0). Primary antibodies (Supplementary Table S1A) were incubated overnight at 4°C followed by incubation with respective secondary antibodies for 1 h at room temperature. Stained sections were imaged on Zeiss AxioObserver microscope.

### 2.4 Cytokine/chemokine assay

Rat cytokine/chemokine concentrations in whole lung protein extract from 5 animals per group was determined by rat cytokine array/chemokines array-27 (Eve Technologies, Calgary, Canada). Flash frozen whole lung tissues were homogenized in RIPA buffer (Santa Cruz Biotechnology, catalog # sc-24948) and centrifuged at 12,000 rpm for 20 min at 4°C. The supernatant was transferred to a new tube and protein concentration was measured by BCA protein assay (Thermo Scientific, catalog # 23228 and 1859078). Samples were then diluted for a target protein concentration of 3–4 mg/mL. Values for samples with signal outside the curve were calculated when feasible by the model.

### 2.5 Western blot analyses

Whole placentas with fetal membranes were sectioned into equal quarters and homogenized in RIPA lysis buffer. Homogenates were centrifuged at 18,000 × g for 5 min at 4°C and the supernatant collected for protein analysis. An aliquot of each sample was used for protein quantification by the Bradford method, using a commercial kit (Bio-Rad Protein Assay Dye Reagent, Bio-Rad Laboratories Inc., United States). For Western blot analysis, 40 μg of total protein from each sample were fractionated by SDS-PAGE on precast 4%–15% Tris-glycine gradient gels, and then transferred to a 0.45 μm nitrocellulose membrane (Bio-Rad Laboratories, Inc., United States). Total protein was stained using the Revert 700 Total Protein stain kit (LI-COR Biosciences, United States) followed by imaging. Subsequently, the membrane was blocked overnight at 4°C under gentle agitation in Phosphate Buffered Saline pH 7.4 with 0.1% Tween-20 (PBS-T) supplemented with 5% nonfat dry milk (Bio-Rad Laboratories Inc., United States). After blocking, the membrane was washed in PBS-T and incubated for 1 h with mouse monoclonal anti-c-Myc antibody (clone 9E10, Santa Cruz Biotechnology, Inc. United States) diluted 1:500 at room temperature under gentle agitation. The membrane was then washed and incubated with IRDye^®^ 800CW Goat anti-Mouse IgG Secondary Antibody (LI-COR Biosciences, United States). All images were collected using the Odyssey^®^ Infrared Imaging System (LI-COR Biosciences, United States). Protein expression was estimated relative to total protein using Empiria Studio 2.3 software (LI-COR Biosciences, United States). Lung lysates were processed and analyzed in the same manner, with the exception that secondary antibody conjugated to horseradish peroxidase was used and proteins detected by chemiluminescence (Amersham, Piscataway, NJ, United States). Protein expression was estimated by densitometry analysis relative to actin expression using Quantity One software (Bio-Rad Laboratories Inc., United States). We analyzed 6–8 animals per group for placenta and fetal membrane analysis, and 4–7 rat pups per group for lung analysis.

### 2.6 RNA isolation and real-time qPCR

Total RNA was extracted from frozen placenta and lung tissues using the RNeasy universal Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. Two µg of total RNA from 4 to 7 animals per group was reverse-transcribed in a 20 µL reaction by using High-Capacity RNA-to-cDNA™ Kit according to supplier’s protocol (Applied Biosystems, cat #43-874-06, Foster City, CA) The real-time q-PCR was performed on an ABI Fast 7500 System (Applied Biosystems, Foster City, CA). Each reaction included diluted first-strand cDNA, target gene primers, or 18S rRNA gene primers and master mix containing TaqMan probes according to the supplier’s instruction (Supplementary Table S1B) (Applied Biosystems, Waltham, MA). The expression levels of target genes were normalized to 18S rRNA.

### 2.7 RNA sequencing

RNA quality and integrity were verified using the Agilent 2,100 Bioanalyzer (Agilent Technologies). All samples had RNA integrity number >8. RNA-Seq was performed by BGI genomics with a read depth of 30 million reads per sample for 150 bp paired-end reads. The raw sequence reads in FASTQ format were aligned to the *Rattus norvegicus* genome build rno6.0 using kallisto (Bray et al., 2016) followed by gene summarization with tximport (Soneson et al., 2015). After checking data quality, differential expression analyses comparing treatment groups with control and between each other were performed using DESeq2 with false discovery adjustment (Love et al., 2014). Genes were considered differentially expressed based on their fold change relative to control (≥1.5), *p*-value (<0.05), and q value (<0.1). PCA analysis was performed with PCAtools (Blighe and Lun, 2023). Volcano plots were generated using the EnhancedVolcano package (Blighe et al., 2018) Heatmaps were generated with pheatmap (Kolde, 2019).

### 2.8 Functional enrichment and pathway analysis

Lists of differentially expressed genes were used for functional enrichment analysis of Gene Ontology (GO) and KEGG pathway terms using the ToppCluster web server (Kaimal et al., 2010). Only unique terms associated with either induced or suppressed genes and at least 2 genes are reported. Negative log *p* values represent terms associated with suppressed genes, and positive log *p* values are associated with induced genes.

## 3 Results

### 3.1 US-guided IA LPS injections accurately target the amniotic cavity

To verify localization of LPS after US-guided IA injections we performed cesarean sections 3 h post-injection of Cy5.5-tagged LPS. *In vivo* and *ex vivo* imaging showed that LPS localized to the uterus without signal from the maternal abdominal cavity or circulation (Figure 2). After dissection, LPS was noted to be present on the fetal membranes and placenta as well as fetal lungs, heart, and gastrointestinal tract (Figure 2). These findings confirm the accuracy of US-guided injection in delivering LPS to the intra-amniotic cavity, simulating IAI.

**FIGURE 2:**
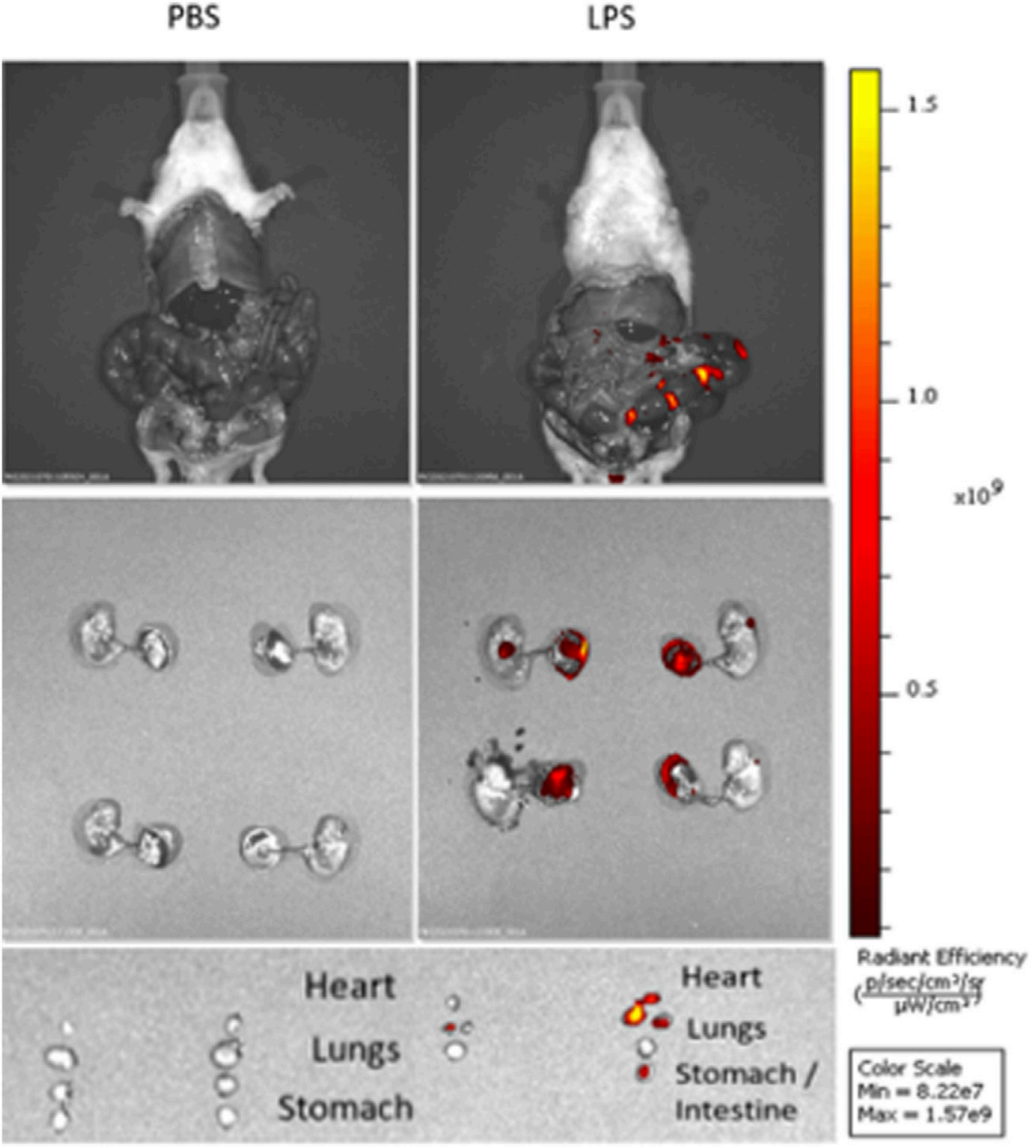
Intra-amniotic LPS localization and c-Myc expression in placenta. Distribution of LPS after intra-amniotic injections visualized by *in vivo* fluorescent imaging. Ultrasound-guided injections of LPS localized to amniotic cavity, fetal lungs and gastrointestinal tract.

### 3.2 IA LPS exposure modulates the transcriptome of placenta and fetal membranes

Bulk RNA-sequencing was performed on placenta and fetal membranes sampled 24 h post-LPS exposure and compared with controls of the same timepoint. We used PCA to identify global differences among samples on RNA-sequencing. PCA is a dimensionality reduction technique that allows quicker interpretation of the results while maintaining the maximum amount of information on each sample. There were large transcriptomic changes between groups with clear separation of LPS and control samples on PCA (Figure 3A). Differential expression analysis (Figures 3B, C, Supplementary Table S2) showed that IA LPS induced 271 and suppressed 165 genes relative to control. Overrepresentation analysis graphs show the *p*-value represented by the circle color, the number of differentially expressed genes belonging to each term represented by circle size, and the *x*-axis represents the gene ratio. Genes that were differentially expressed in LPS-exposed placenta and fetal membranes were associated with inflammation (*S100a8, S100a9, IL1b, Mmp8*), leukocyte activation (*Ccl2, Ccl3*), and decreased proliferation (*Map9, Tpx2*) (Figures 3C, D). Other differentially expressed genes were associated with regulation of angiogenesis, extracellular matrix organization and muscle contractility (Figure 3D). These findings confirm the induction of inflammation at the placenta in our model and suggest altered placental growth and development induced by IA LPS.

**FIGURE 3:**
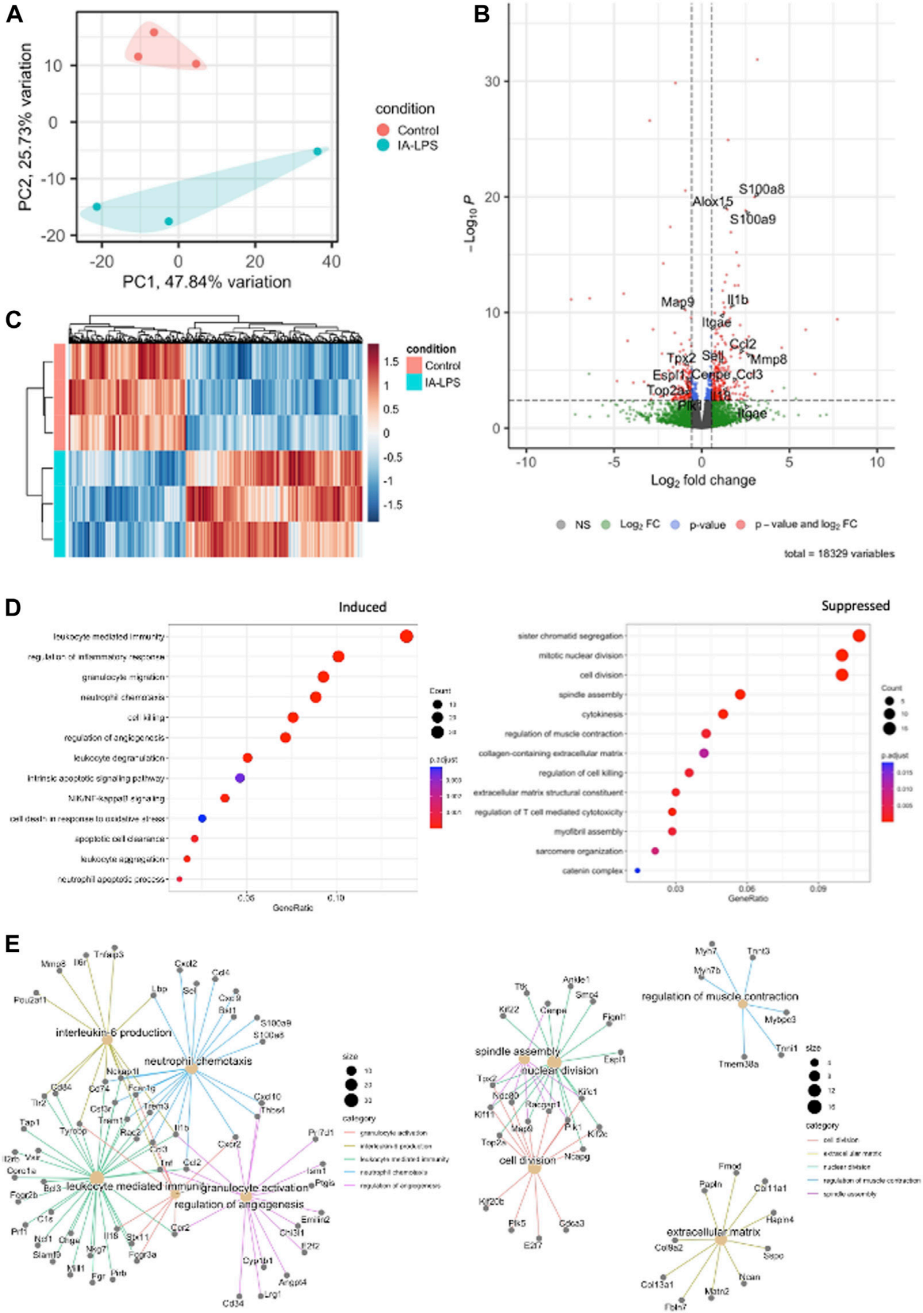
Intra-amniotic LPS changes the placental transcriptome. RNA-sequencing performed on placenta and fetal membranes sampled 24 h after LPS-exposure compared with controls showing: **(A)** Principal component analysis plot showing clear differentiation of gene expression between controls (pink) vs. LPS-exposed group (blue). **(B)** Heatmap of differentially expressed genes and **(C)** Volcano plot showing differential gene expression with genes of interest highlighted. Red–FDR<0.1 and fold change>1.5 **(D)** Dotplot showing related functions of genes that were differentially expressed between groups. LPS exposure induced genes associated with inflammation and leukocyte activation (*left*)*,* and suppressed genes associated with cell proliferation (*right*)*.* **(E)** Network plot of genes that were differentially induced (*left*) and suppressed (*right*) in LPS-exposed group compared to controls. *N* = 3 per group.

### 3.3 Prenatal c-Myc inhibition in IAI leads to increased c-Myc protein in the placenta and fetal membranes that are not neutrophil-driven

To assess c-Myc expression in our model of IAI, we performed RT-PCR, Western blot, and immunostaining for c-Myc in the placenta and fetal membranes. There were no significant changes in mRNA expression of c-Myc in the placenta and fetal membranes sampled at 24 h post-LPS exposure in both IA LPS and IA LPS+10058-F4 treatment groups compared to controls (Figure 4A). The placenta and fetal membranes of IA LPS-exposed rats had increased c-Myc expression compared to controls by Western blot. Interestingly, prenatal c-Myc inhibitor treatment in IA LPS-exposed placenta and fetal membranes further induced c-Myc protein expression compared to both controls and IALPS groups (Figure 4B). On immunostaining, c-Myc was intranuclear and localized to neutrophils present at the maternal-fetal interface in the IA LPS-exposed group. In the LPS+10058F4 treatment group, c-Myc was not expressed in scant neutrophils that were present in the placenta and fetal membranes, but was expressed in the cytoplasm of placental decidual cells (Figure 4C). These findings show that c-Myc expression is induced by LPS and is expressed in the neutrophils in IAI. However, prenatal systemic 10058-F4 inhibitor treatment did not suppress c-Myc mRNA expression in the placenta and fetal membranes, but led to an increase in c-Myc protein expression in the placenta and fetal membranes which were not neutrophil-driven.

**FIGURE 4:**
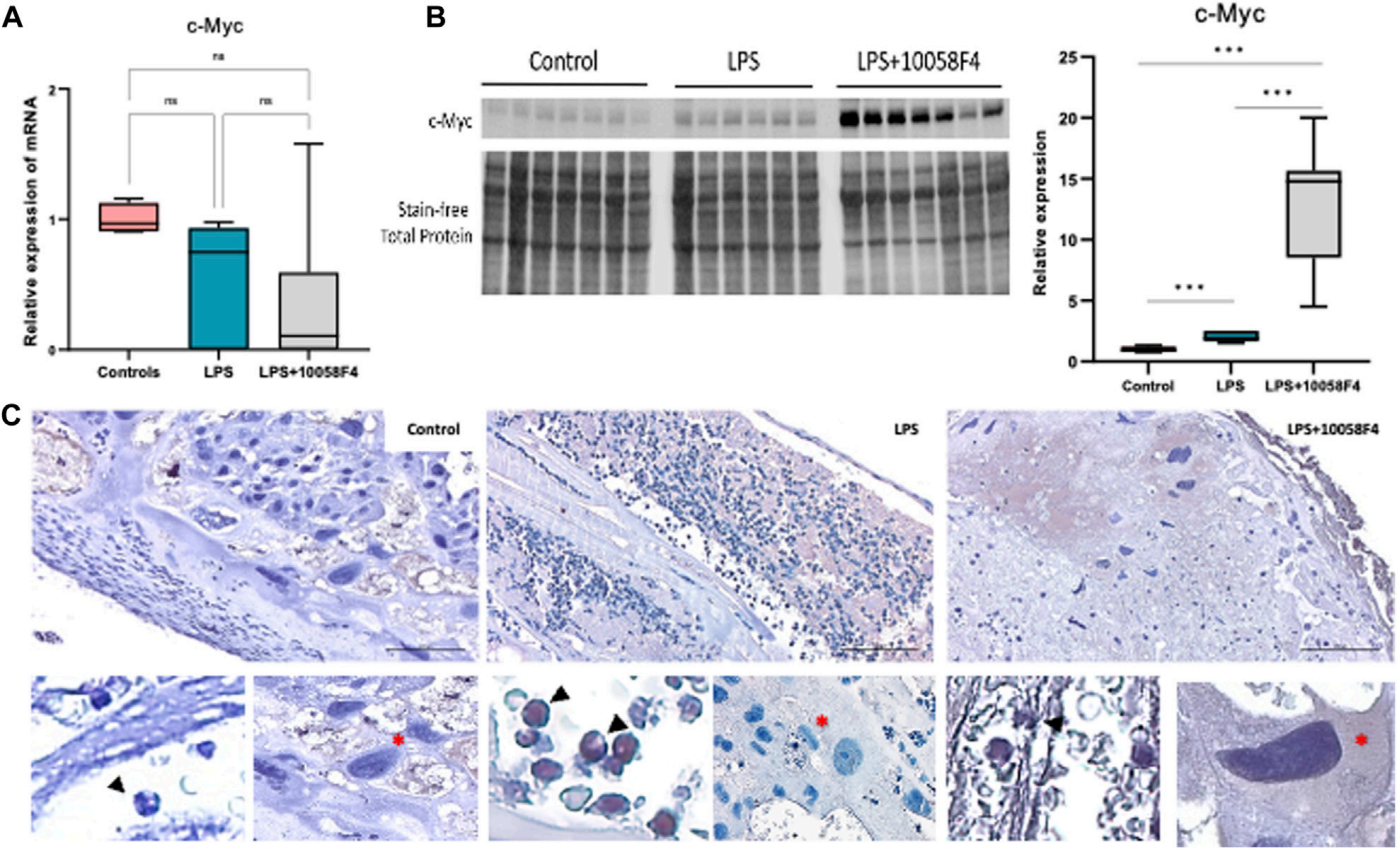
Prenatal c-Myc inhibition in IAI leads to increased c-Myc protein in the placenta and fetal membranes that are not neutrophil-driven. **(A)** RT-PCR performed on placenta and fetal membranes sampled at 24 h post-LPS exposure showed no significant changes. N = 4–8 per group. **(B)** Representative Western blot of placenta and fetal membrane lysates showing increased protein expression of c-Myc in LPS-exposed placenta and fetal membranes. With prenatal 10058-F4 c-Myc inhibitor treatment, c-Myc protein expression was further increased compared to both control and LPS groups. *N* = 6–8 per group *p < 0.05, ***p < 0.001, t-test, normalized to total protein. **(C)** Immunostaining of placenta sections with c-Myc antibody showing c-Myc expression (brown staining) in neutrophils (cropped and magnified, bottom left picture in each group, marked by black arrows) in LPS-exposed placenta. Prenatal c-Myc inhibition with 10058-F4 decreased neutrophil infiltration in LPS-exposed placenta and c-Myc was not expressed in neutrophils, but is expressed in cytoplasm of maternal decidual cells (cropped and magnified, bottom right picture in each group, marked by red asterisks).

### 3.4 Prenatal systemic 10058-F4 treatment ameliorates inflammation and NET formation in placenta and fetal membranes induced by IA LPS

IA LPS induced neutrophil infiltration of the placenta and fetal membranes, confirming presence of histologic IAI (Figure 5A). IA LPS also induced NET formation assessed by immunofluorescence staining with colocalization of myeloperoxidase (MPO) and citrullinated histone-3 (citH3) (Figure 5B). Furthermore, LPS-exposed pregnant rats prenatally treated with 10058-F4 had decreased neutrophil infiltration and NET formation compared to pregnant rats exposed to IA LPS only (Figures 5A, B). Real-time PCR performed on placenta and fetal membranes sampled at 24 h after IA LPS injection showed no significant changes in mRNA expression of pro-inflammatory mediators IL1β, TNFα, CXCL1 and CXCL2 (Figure 5C). Prenatal c-Myc inhibitor treatment in the LPS-exposed group induced increases in mRNA expression of IL1β and CXCL1 compared to controls, and a very variable but overall significant increase in CXCL2 compared to both controls and the LPS-exposed group (Figure 5C). These findings show that c-Myc modulates inflammation of the placenta and fetal membranes.

**FIGURE 5:**
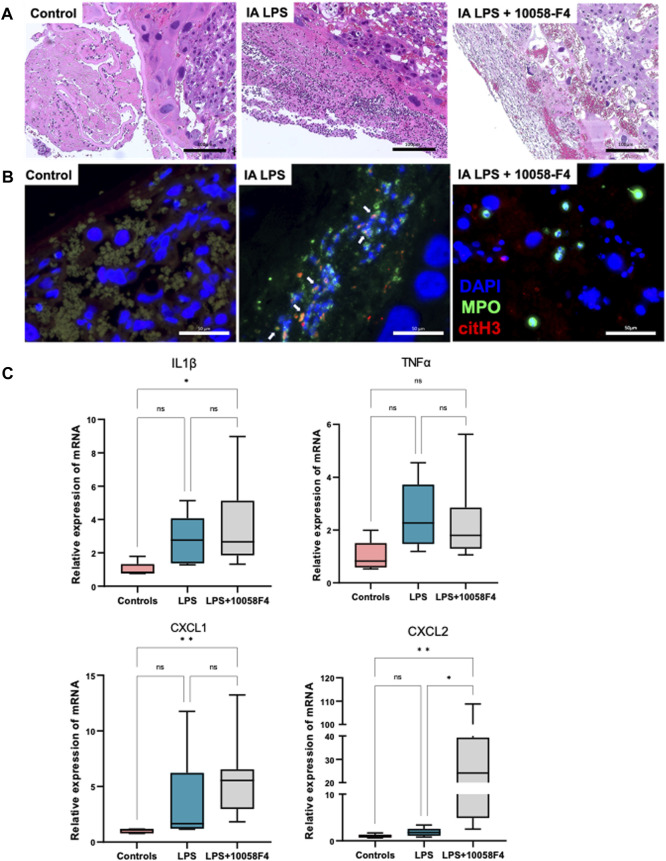
c-Myc inhibition decreases neutrophil infiltration, NET formation and modulates inflammation in placenta and fetal membranes. **(A)** Hematoxylin and eosin (H&E) staining of placenta sections showing increased neutrophil infiltration in placenta with LPS exposure when compared to controls, which was ameliorated with c-Myc inhibitor treatment. **(B)** Immunofluorescent staining of placenta sections with anti-myeloperoxidase (MPO) antibody (green) and anti-citrullinated histone (H3) antibody (red) showing increased NET formation in placenta with LPS exposure when compared to controls, which was ameliorated with c-Myc inhibitor treatment. **(C)** RT-PCR performed on placenta and fetal membranes sampled at 24 h post-LPS exposure. *N = 5*–*8 per group*. LPS exposure was not associated with significant changes in IL1β, TNFα, CXCL1 and CXCL2. Prenatal c-Myc inhibition in LPS-exposed pregnant rats induced IL1β and CXCL1 when compared to controls, and increased CXCL2 when compared to both control and LPS-exposed groups. *p < 0.05, **p < 0.01, Kruskal–Wallis test.

### 3.5 Prenatal systemic 10058-F4 treatment decreases apoptosis and attenuates arrest of proliferation in the placenta induced by IA LPS

IA LPS induced apoptosis in the placenta, assessed by TUNEL assay performed on placental sections (Figure 6A). When pregnant rats exposed to IA LPS were treated with c-Myc inhibitor 10058-F4, apoptosis was decreased compared to IA LPS only groups, similar to controls. Ki67 staining of placenta sections were used to assess cell proliferation, which were expressed in the villous cytotrophoblasts and most abundant in the control group (Figure 6B). Compared to controls, Ki67 staining was significantly decreased in placenta of pregnant rats that were exposed to IA LPS. However, when IA LPS-exposed pregnant rats were treated with 10058-F4, there was significantly increased number of Ki67+ cells per hpf compared to the IA LPS only group, and similar to controls.

**FIGURE 6:**
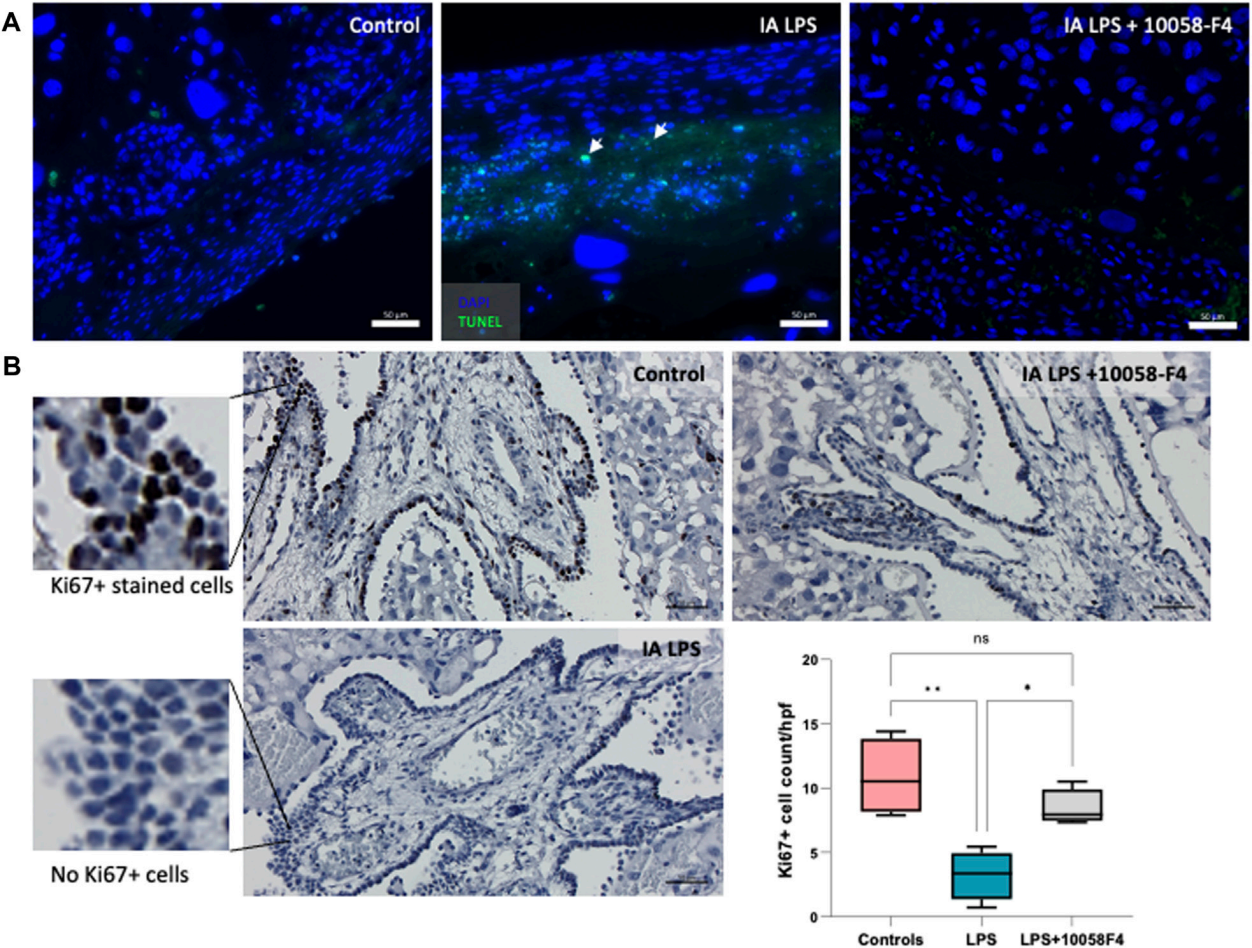
Prenatal systemic c-Myc inhibition decreases apoptosis and improves arrest of proliferation induced by LPS. **(A)** TUNEL assay performed on placenta sections showing increased apoptosis induced by LPS exposure when compared to controls, which was ameliorated with c-Myc inhibitor treatment. **(B)** Ki67 staining of representative placenta sections from each group showing decreased number of villous cytotrophoblasts positively stained with Ki67 (black stain) compared to controls, which improved with prenatal c-Myc inhibitor treatment. *p < 0.05, **p < 0.01, One-way Anova test. N = 4 per group.

### 3.6 IA LPS exposure modulates inflammation, collagen synthesis and extracellular matrix remodeling in the fetal lungs

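Fetal lungs were collected 24 h after pregnant rats received 10 µg of LPS, a component of the outer membrane of Gram-negative bacteria, or PBS by intra-amniotic (IA) injection on embryonic day 18. The sample labels write the LPS dose as an incomplete number of micrograms, and the dose given in the paper is used here. The deposited table held 3 control lungs and 4 IA LPS lungs. The counts sheet of Supplementary Table S3 lists the 3 controls and IA LPS replicates 1 to 3, as does the N of Figure 7. IA LPS replicate 4 was not used by the paper, which gives no reason for leaving it out. Values are therefore given over the 6 samples of the paper and then with IA LPS replicate 4. The authors assigned the reads to rat transcripts with kallisto, a program that estimates how many reads come from each transcript, and summed the estimates to genes with tximport. The deposited values are estimated counts for 23918 genes, without normalization, and between 73.1% and 75.1% of the values per library are whole numbers. They were rounded to whole numbers for testing. The total counts were 25031802, 26844326 and 27724374 in controls 1 to 3, 28164904, 28336462 and 27332669 in IA LPS replicates 1 to 3, and 27401076 in IA LPS replicate 4. The paper states a depth of 30 M reads per sample, and the values here use the deposited totals. At these depths a count of 3, taken as the detection floor, corresponds to between 0.105 and 0.124 CPM (counts scaled to a common library size), a floor that covers counting error only. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, over the 15627 genes that edgeR's filter on low counts kept in the 6 samples and the 15750 it kept in all 7. Genes were called induced or suppressed at the thresholds of the paper, a fold change of at least 1.5, a p-value under 0.05 and an adjusted p-value under 0.1 (Benjamini-Hochberg). CPM values are means ± SD with TMM normalization over the 7 libraries. The paper used DESeq2, which is among the alternatives. The table lists genes by Ensembl identifier without names or positions, and names were taken from the supplementary tables that pair them. Nearly all names come from sheets of genes that changed in placenta, so the genes with a name are a selected set. Of 695 tested genes named because they rose in placenta, 64.7% were higher in IA LPS lungs, against 45.98% of 572 named because they fell there and 49.97% of 14356 genes without a name. The 695 and 572 are more than the paper counts as induced and suppressed in placenta, so not all passed its thresholds there. The names gave an identifier for 22 of 38 genes chosen because the paper names or measures them or because they are sex-linked. Col9a1, Cxcl1, Cxcl3, Itgam, Mr1, Tap2, Sftpa1, Sftpb, Cebpa, Bmp6, Apln and Pparg were among the 16 others and were not analysed here. Myc, the gene of c-Myc, and Tnf, Xist and Ddx3y made up the rest of the 16. On a list of 18 MYC-responsive genes none had a name, so neither c-Myc nor its targets were assessed.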

Bulk RNA-sequencing was performed on lung tissue obtained at 24 h. after IA LPS to characterize transcriptional changes induced by IAI on lung inflammation and remodeling. IA LPS induced large transcriptional changes to the lung with clear separation of groups by PCA (Figure 7A). 

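Principal components were computed from log2 CPM of the tested genes, with a prior count of 2. Over the 6 samples, PC1 carried 34.1% and PC2 23.4% of the variance. The PC1 scores of controls 1 to 3 were -37.1, -5.44 and -29.1, and those of IA LPS replicates 1 to 3 were 17.9, 25.01 and 28.8. The gap between the nearest control and IA LPS lungs was 0.354 of the range of PC1, against a spread within groups of 0.186 (SD, as a share of the same range). Control replicate 2 was the control nearest to the IA LPS lungs, and without it the gap was 0.690. The alternative that moved the gap most was the use of the 500 most variable genes, with which the groups overlapped on PC1 (-0.18). With IA LPS replicate 4 included, PC1 carried 38.8% and PC2 19.03% of the variance, and the gap was 0.186 of the range against a spread within groups of 0.242. The score of IA LPS replicate 4 was 71.8, against -0.194, 10.9 and -3.28 for IA LPS replicates 1 to 3 and -31.9, -22.6 and -24.6 for the controls.

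**Figure D1:**
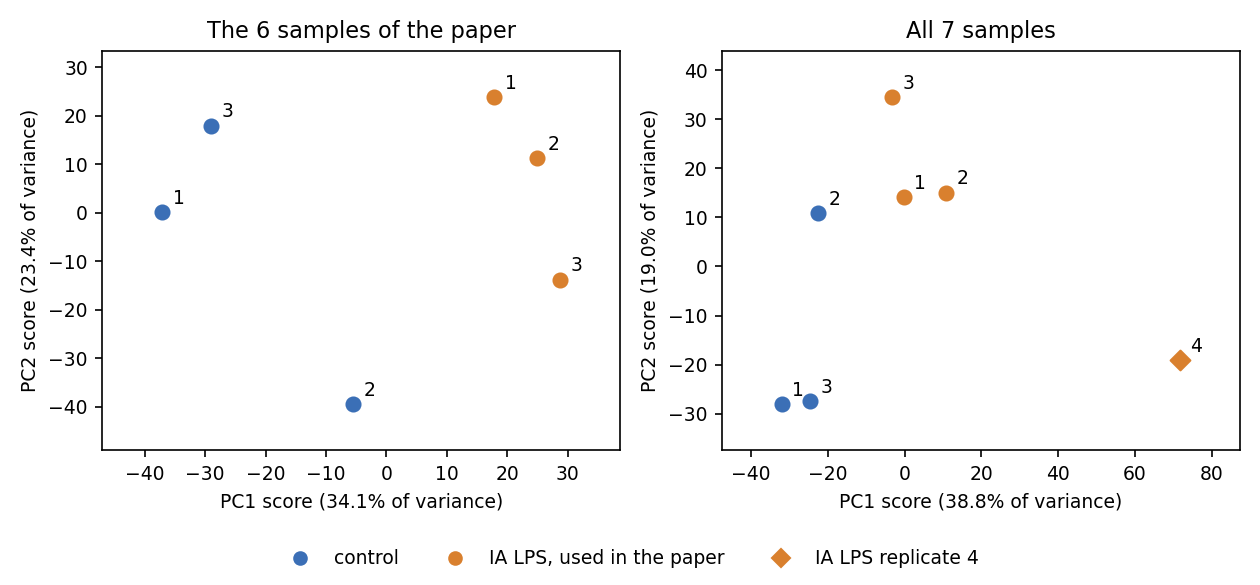
Principal component scores of the fetal lung libraries, with PC1 on the horizontal and PC2 on the vertical axis, over the 6 samples of the paper and over all 7. Each point is 1 library, numbered by replicate, and IA LPS replicate 4 lies at 71.8 on PC1 of all 7 samples.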

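Over the 6 samples, 339 genes were called induced and 176 suppressed by IA LPS with edgeR's quasi-likelihood test, and 3467 genes had an unadjusted p-value under 0.05. Neither the sample labels used here nor the paper's text gives the dam of each lung, and the test treats the lungs as independent. If the lungs of a group shared a litter, a difference between litters could not be told apart from IA LPS. The groups did not overlap in 337 of the 339 induced and 173 of the 176 suppressed genes. They did not overlap in 28.0% of all tested genes, against 10% by chance for 3 lungs against 3. With IA LPS replicate 4 included, 220 genes were called induced and 80 suppressed, of which 206 and 76 were among the 339 and 176. Leaving out control replicate 1, 2 or 3 or IA LPS replicate 2 from the 7 gave at most 2 induced and 2 suppressed genes. Leaving out IA LPS replicate 1 gave 126 and 70, and leaving out IA LPS replicate 3 gave 127 and 39. With weights for the quality of each library, limma-voom called 463 and 252. These fits of the 7 were chosen after seeing the data. Of the alternatives over the 6 samples, testing against a fold change of 1.5 with edgeR's glmTreat lowered the counts most, to 11 induced and 4 suppressed genes, and leaving out the fold change threshold raised them most, to 799 and 700. Without control replicate 1 the counts were 150 and 67, and without IA LPS replicate 2 they were 170 and 84. The largest increase among induced genes with a mean of at least 1 CPM was in ENSRNOG00000024889, which the tables do not pair with a name. It had no count in any control and 90, 583 and 296 counts in IA LPS replicates 1 to 3, at least 103-fold higher, but no count in IA LPS replicate 4. Its call was lost over all 7 samples and kept in each of the 6 fits that left out a library of the 6. LOC102554731 (ENSRNOG00000014312) was at least 33.3-fold higher over the 6 samples, with 11, 289 and 12 counts in IA LPS replicates 1 to 3, 7 in IA LPS replicate 4 and at most 2 in a control. IA LPS replicate 2 carried most of this increase, and without it LOC102554731 was no longer past the thresholds, with a log2 fold change of 3.27. Its call was also lost without control replicate 1, 2 or 3, over all 7 samples and with limma-voom, and DESeq2 gave it no adjusted p-value. Fmo2 (ENSRNOG00000003510) rose from 0.279 ± 0.247 CPM in controls to 2.11 ± 0.301 CPM in IA LPS lungs (SD, n = 3 each), a log2 fold change of 2.88 (SE 0.520, adjusted p = 0.0244, edgeR). Fmo2 was at 2.34 CPM in IA LPS replicate 4, which gave a log2 fold change of 2.91 over all 7 samples, and it lost its call without control replicate 1 (2.62). ENSRNOG00000006226 had a log2 fold change of 2.53 (SE 0.324, adjusted p = 0.00984, edgeR) and 2.76 over all 7 samples. Among suppressed genes, ENSRNOG00000017100 had 252, 19 and 443 counts in the controls and none in IA LPS replicates 1 to 3, at least 83.1-fold lower, with 8 counts in IA LPS replicate 4. Control replicate 3, at 15.6 CPM, and control replicate 1, at 10.4 CPM, carried most of this difference, against 0.702 CPM in control replicate 2, and the call was lost without control replicate 1 or IA LPS replicate 2. ENSRNOG00000016444 had 97, 60 and 82 counts in the controls, 7 in IA LPS replicate 1 and none in replicates 2, 3 and 4. The other 3 of the 5 largest decreases had log2 fold changes from -5.20 to -2.62. The one at -3.01 was called only without control replicate 2 or IA LPS replicate 1 when libraries were left out in turn (-3.95 to -2.43 over the 6 fits), and not over all 7 samples (-3.21). The one at -5.20 lost its call without IA LPS replicate 2, and the third kept it in all 6 fits. Of the genes marked in the data sheet of Supplementary Table S3, C6 (ENSRNOG00000024115) rose from 2.94 ± 0.627 to 8.14 ± 0.928 CPM (SD, n = 3 each), a log2 fold change of 1.47 (SE 0.189, adjusted p = 0.00997, edgeR), and was at 8.13 CPM in IA LPS replicate 4. F3 (ENSRNOG00000011800) had a log2 fold change of 0.59 (SE 0.127, adjusted p = 0.0411, edgeR) and was not past the thresholds with all 7 samples (0.71), with DESeq2 or with DESeq2's size factors. F3 also lost its call without control replicate 1 (0.45), IA LPS replicate 1 (0.54) or IA LPS replicate 2 (0.59). It kept the call in the other fits that left out a library. Lrg1 (ENSRNOG00000049918) had a log2 fold change of 1.11 (SE 0.406, adjusted p = 0.157, edgeR) and 1.39 over all 7 samples, and was not called in either set.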

There were significant differences in gene expression between controls and LPS-exposed groups with 379 genes induced and 209 genes suppressed by IA LPS (Figure 7B, Supplementary Table S3). We used data from single-cell RNA-seq of fetal lungs from LungMAP (Du et al., 2015; Ardini-Poleske et al., 2017) to determine cell-type specific signature genes. Differentially expressed genes in IA LPS exposed lungs were mapped to the signature gene list for the different cell populations identified by single-cell RNA-seq. IA LPS exposure induced signature genes for airway and distal epithelium cells, proliferative mesenchymal progenitors, and matrix fibroblasts, and suppressed signature genes for myofibroblasts, suggesting maturation of alveolar epithelial cells and suppression of myofibroblasts, which play a role in alveolar septation (Figure 7C). 

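The LungMAP signature lists were not used here. Lists of marker genes written before the data were examined stood in for them, but names were paired for too few of their members. The lists of cell types named in Figure 7C each had a value for between 0% and 62.5% of their genes, under the 80% set as the minimum, so no list was tested as a whole. Of the members of the epithelial, proliferating, fibroblast, myofibroblast and smooth muscle lists, 21 with a name were tested. Over the 6 samples 5 of them were called with edgeR over all genes tested, and 5 when adjusted over the list alone. Over all 7 samples 4 and 5 were called. Among 8 epithelial members, 4 were called in both sets. Emp2 (ENSRNOG00000002664), a type 1 cell gene, rose from 135 ± 23.3 CPM in controls to 205 ± 31.5 CPM in IA LPS lungs (SD, n = 3 each), a log2 fold change of 0.59 (SE 0.142, adjusted p = 0.0535, edgeR). Cldn18 (ENSRNOG00000030386), of the same cell type, had a log2 fold change of 0.60 (SE 0.136, adjusted p = 0.0466, edgeR), and the cilia gene Drc1 (ENSRNOG00000024905) one of 0.93 (SE 0.209, adjusted p = 0.0456, edgeR). In IA LPS replicate 4 they were at 227, 412 and 5.68 CPM, and all 3 stayed past the thresholds over all 7 samples. Each lost its call in at least 4 of the 6 fits that left out a library, with log2 fold changes down to 0.46, 0.49 and 0.82. Nkx2-1 (ENSRNOG00000008644), expressed across the lung epithelium, had a log2 fold change of 0.08 in both sets (SE 0.0941, adjusted p = 0.680 over the 6 samples, edgeR). No call was made among 6 proliferation genes, all named because they fell in placenta, although Nusap1 (ENSRNOG00000004921) had an adjusted p of 0.0272 (edgeR) at a log2 fold change of 0.39, under the fold change threshold. The log2 fold changes of Top2a, Tpx2, Plk1, Bub1 and Kif11 were between 0.05 and 0.22 over the 6 samples and between 0.01 and 0.24 over all 7. Of the matrix fibroblast genes, Col14a1 (ENSRNOG00000026415) had a log2 fold change of -0.28 (SE 0.0856, adjusted p = 0.103, edgeR) and -0.33 over all 7 samples, and Col13a1 one of -0.02 and -0.05, which changed sign without control replicate 3 (0.04) or IA LPS replicate 1 (0.07). Of the myofibroblast genes, Eln (ENSRNOG00000001469) was at 2454 ± 837 CPM in controls and 2465 ± 535 CPM in IA LPS lungs (SD, n = 3 each) and at 4283 CPM in IA LPS replicate 4, with no difference beyond the spread between replicates. Aspn did not differ either, with a log2 fold change of 0.20 (SE 0.555, adjusted p = 0.870, edgeR) that was -0.05 over all 7 samples. The smooth muscle gene Myh11 (ENSRNOG00000057880) fell from 358 ± 70.0 to 229 ± 41.9 CPM (SD, n = 3 each), a log2 fold change of -0.65 (SE 0.166, adjusted p = 0.0642, edgeR). It was at 286 CPM in IA LPS replicate 4 and not past the thresholds over all 7 samples (-0.56), nor in 4 of the 6 fits that left out a library, with -0.54 as the smallest decrease. The other 2 smooth muscle genes tested were not called in either set, Cnn1 with a log2 fold change of -0.21 (SE 0.126, adjusted p = 0.368, edgeR) that was 0.019 over all 7 samples, and Actg2 with one of -0.37 (SE 0.207, adjusted p = 0.333, edgeR) and -0.404 over all 7. From its mapping of induced and suppressed genes to the signatures, the paper proposes that the alveolar epithelium matured and that myofibroblasts, which take part in alveolar septation, were suppressed.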

Gene set enrichment analysis of differentially expressed genes showed that genes suppressed by IA LPS were associated with collagen synthesis (*Col9a2, Col9a1, Col11a2, Col11a1*) and extracellular matrix organization (*Cxcl1*). On the other hand, genes induced by IA LPS were associated with chemokines that drive leukocyte migration to the fetal lung (*Cxcl3, Ccl12, Cxcl1, Cxcl13, Itgam, Lyz2, Mr1, Lgals3, Tap2, Trem1*), cell killing (*Cxcl3*, *Trem1*), and surfactant homeostasis (*Sftpa1*, *Sftpb*). 

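Col11a2 (ENSRNOG00000000463) fell from 61.9 ± 2.29 CPM in controls to 24.4 ± 2.89 CPM in IA LPS lungs (SD, n = 3 each), a log2 fold change of -1.35 (SE 0.0891, adjusted p = 0.000833, edgeR's quasi-likelihood test). In IA LPS replicate 4 it was at 37.1 CPM, below the controls, and over all 7 samples it stayed past the thresholds with a log2 fold change of -1.17. Leaving out each library of the 6 in turn gave -1.44 to -1.27, past the thresholds each time. Col9a2 (ENSRNOG00000011502) fell from 45.4 ± 5.93 to 21.9 ± 4.01 CPM (SD, n = 3 each), a log2 fold change of -1.05 (SE 0.146, adjusted p = 0.0124, edgeR). It was at 34.6 CPM in IA LPS replicate 4, and over all 7 samples the log2 fold change was -0.86 and no longer past the thresholds. Col11a1 (ENSRNOG00000023148) fell from 21.3 ± 6.30 to 12.6 ± 2.33 CPM (SD, n = 3 each), a log2 fold change of -0.76 (SE 0.229, adjusted p = 0.0993, edgeR), and was at 10.5 CPM in IA LPS replicate 4. Control replicate 2, at 14.1 CPM, was below IA LPS replicate 1, at 14.9 CPM. Col11a1 was not past the thresholds over all 7 samples (-0.82), and in the fits that left out a library it was so only without control replicate 2 (-0.99). The gene ontology sheet of suppressed genes in Supplementary Table S3 lists 5 genes under collagen trimer, 4 of which were tested, with log2 fold changes from -1.35 to -0.76. All 4 were called over the 6 samples and 1 over all 7, and IA LPS replicate 4 was below the control mean in all 5. The study drew up the list from the same 6 samples, so the direction of these genes there is not independent evidence. IA LPS replicate 4 was not part of that choice but is set against the same controls, so an even split is not its baseline. Controls 1 to 3, each held out of the fit in turn, lay below the control mean in 52.3%, 77.3% and 78.2% of suppressed genes.

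**Figure D2:**
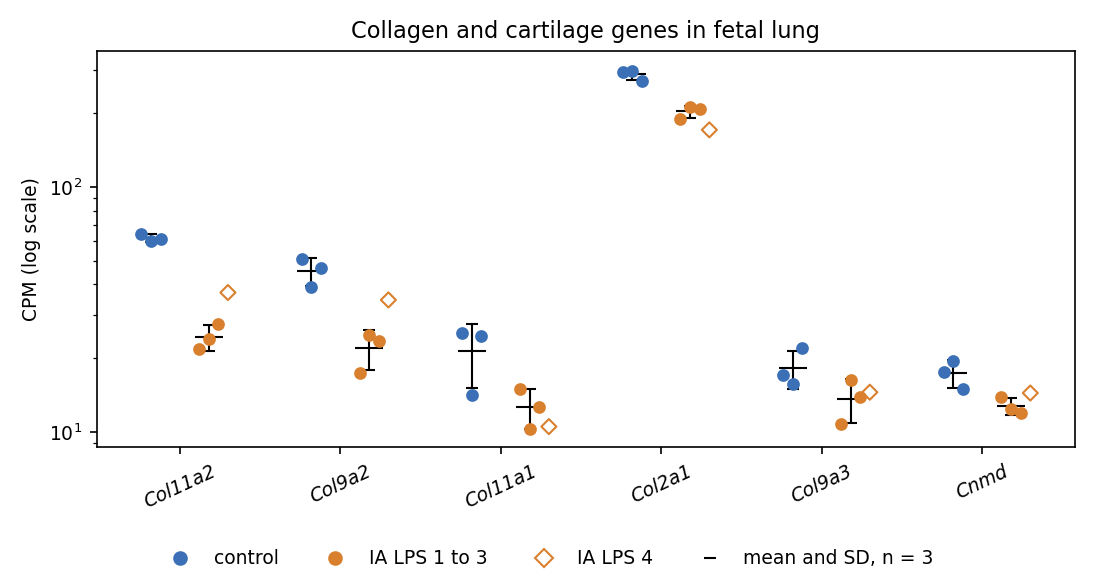
Normalized counts of 6 collagen and cartilage genes in CPM on a log scale, with a point for each fetal lung library and bars for the mean and SD of n = 3 (IA LPS replicate 4 left out of the bars). Col11a2 and Col9a2 of IA LPS replicate 4, at 37.1 and 34.6 CPM, lie between the other IA LPS lungs and the controls.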

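Of the 20 genes the paper names in fetal lung that had an identifier and are not sex-linked, 18 were tested. Over the 6 samples 14 were called over all genes tested and 16 when adjusted over the list alone, and over all 7 samples 7 and 15. The study chose most of them on these samples, so the counts over the list alone are not independent evidence. IA LPS replicate 4 lay beyond all 3 controls in 11 of the 14, the exceptions being Lyz2, Cxcl13 and Cx3cr1. Lgals3 (ENSRNOG00000010645) rose from 22.2 ± 4.96 CPM in controls to 41.0 ± 3.99 CPM in IA LPS lungs (SD, n = 3 each), a log2 fold change of 0.88 (SE 0.155, adjusted p = 0.0215, edgeR), and was at 42.7 CPM in IA LPS replicate 4. It was past the thresholds over all 7 samples (0.90) and in each of the 6 fits that left out a library. Ccl12 (ENSRNOG00000029768) rose from 0.767 ± 0.456 to 2.25 ± 0.412 CPM (SD, n = 3 each), a log2 fold change of 1.53 (SE 0.418, adjusted p = 0.0765, edgeR). At 2.19 CPM in IA LPS replicate 4, its log2 fold change over all 7 samples was also 1.53, but not past the thresholds. Trem1 (ENSRNOG00000022859) had 5, 11 and 6 counts in the controls, 28, 27 and 25 in IA LPS replicates 1 to 3 and 18 in replicate 4, a log2 fold change of 1.77 (SE 0.408, adjusted p = 0.0481, edgeR) and 1.66 over all 7 samples, past the thresholds in both. Cxcl13 (ENSRNOG00000024899) had a log2 fold change of 0.86 (SE 0.223, adjusted p = 0.0659, edgeR) and Lyz2 (ENSRNOG00000005825) one of 0.61 (SE 0.154, adjusted p = 0.0618, edgeR). In IA LPS replicate 4 Cxcl13 was at 5.79 CPM and Lyz2 at 148 CPM, within the control ranges, and neither was past the thresholds over all 7 samples (0.70 and 0.45). When libraries of the 6 were left out in turn, Trem1 kept its call only without control replicate 2 (2.16), Ccl12 and Lyz2 only without control replicate 3 (2.10 and 0.80), and Cxcl13 only without control replicate 2 (1.02) or 3 (0.95). The ontology sheet of induced genes lists 16 genes under leukocyte chemotaxis, all higher in IA LPS lungs in both sets, of which 15 were called over the 6 samples and 6 over all 7. Under surfactant homeostasis it lists 4 genes, of which 3 were called in both sets. The study drew up this sheet from the same 6 samples, so these directions and calls were largely fixed by that choice. IA LPS replicate 4, which was not part of it but is set against the same controls, was above the control mean in 15 of the 16 and 4 of the 4. Of the surfactant proteins, Sftpd (ENSRNOG00000056001) rose from 4.77 ± 1.94 to 29.4 ± 9.99 CPM (SD, n = 3 each), a log2 fold change of 2.62 (SE 0.334, adjusted p = 0.00984, edgeR). It reached 52.9 CPM in IA LPS replicate 4 and 2.88 over all 7 samples, and was past the thresholds in each fit that left out a library. Sftpc (ENSRNOG00000011177) rose from 578 ± 94.7 to 848 ± 130 CPM (SD, n = 3 each), a log2 fold change of 0.55 (SE 0.144, adjusted p = 0.0669, edgeR). It was at 1223 CPM in IA LPS replicate 4, and was past the fold change threshold over all 7 samples (0.70) but not past that of the adjusted p-value.

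**Figure D3:**
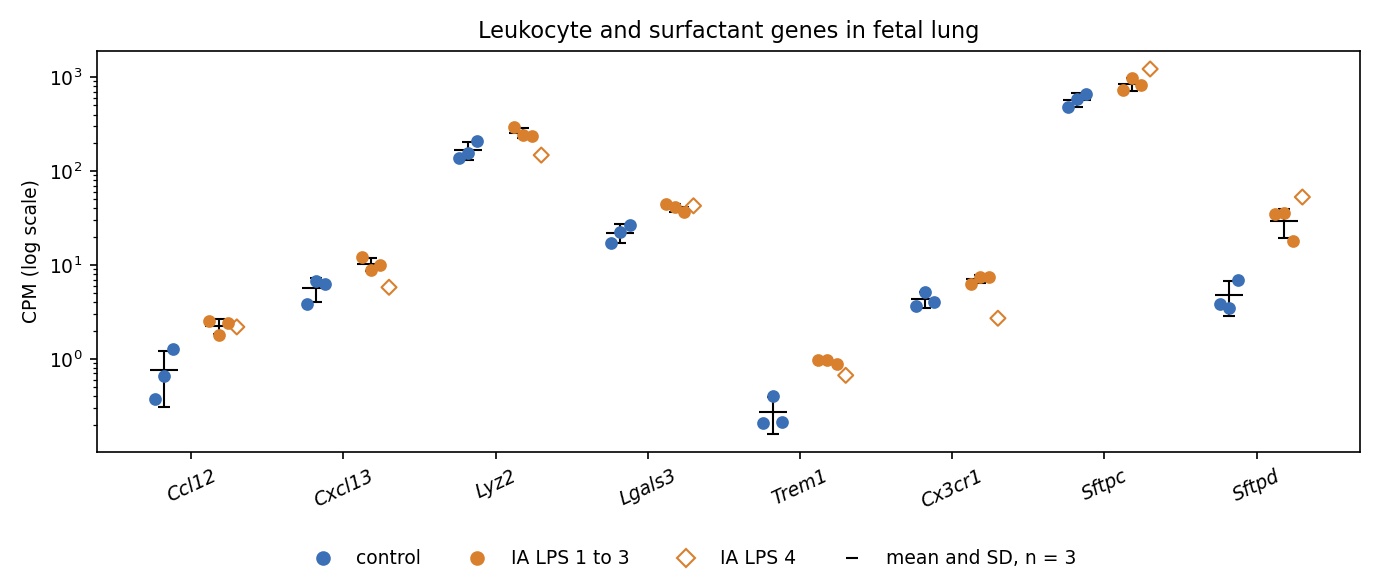
Normalized counts of 8 leukocyte and surfactant genes in CPM on a log scale, with a point for each fetal lung library and bars for the mean and SD of n = 3 (IA LPS replicate 4 left out of the bars). Lyz2 and Cxcl13 of IA LPS replicate 4, at 148 and 5.79 CPM, lie among the controls.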

Other notable genes that were differentially expressed were related to cell proliferation (*Cebpa*), angiogenesis (*Bmp6*) and inflammation (*Apln*, *Pparg*) (Figures 7D–F).

**FIGURE 7:**
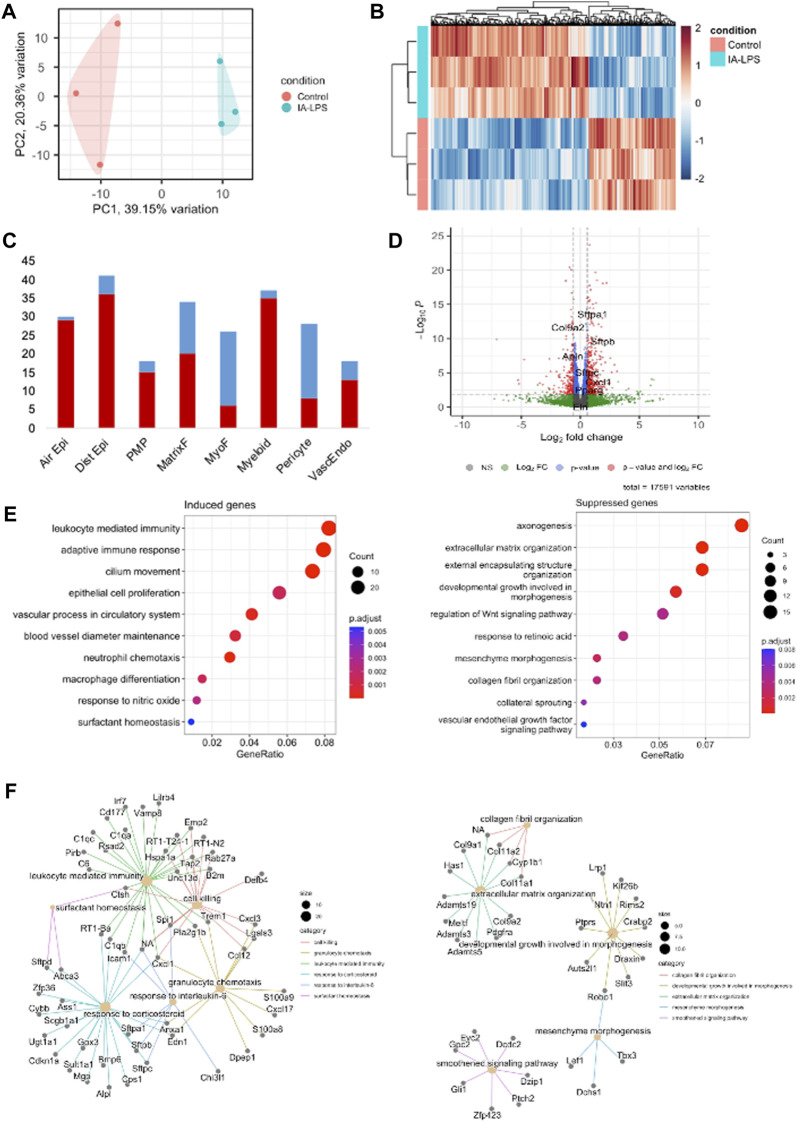
Intra-amniotic LPS induces fetal lung inflammation. Bulk RNA-sequencing of lungs at 24 h post-LPS exposure showing: **(A)** Principal component analysis showing clear differentiation of gene expression between groups. **(B)** Heatmap showing distinct differences in genes that were upregulated (*red*) and downregulated (*blue*) between control and LPS-exposed group. **(C)** Volcano plot showing differential gene expression with genes of interest highlighted. Red–significant. **(D)** Differential expression of genes by association with cell type. Red–induced. Blue–suppressed. *Air Epi–airway epithelium, Dist Epi–distal airway epithelium, PMP–proliferative mesenchymal progenitors, MatrixF–Matrix fibroflasts, VascEndo–Vascular endothelial.* **(E)** Chart showing related gene functions of genes that were differentially expressed between groups. Blue–Controls, orange–LPS-exposed. **(F)** Network plot of genes that were differentially induced (*left*) and suppressed (*right*) in LPS-exposed group compared to controls. N = 3 per group.

### 3.7 c-Myc is expressed in lung macrophages and is upregulated in normal postnatal lung development. IAI further increases c-Myc expression in postnatal lung development

Lung sections at P14 stained with c-Myc antibody showed c-Myc expression in lung macrophages of pups exposed to IA LPS (Figure 8A). c-Myc was upregulated in normal postnatal lung development, and LPS exposure further increased c-Myc expression in postnatal lung development. Western blot analysis of c-Myc expression in lungs of controls at various neonatal timepoints showed upregulation of c-Myc expression over time in the neonatal period, suggesting a role of c-Myc in postnatal lung development. IA LPS exposure exacerbated the normal upregulation in c-Myc expression compared to controls, suggesting that IA LPS modulates neonatal lung c-Myc expression (Figure 8B).

**FIGURE 8:**
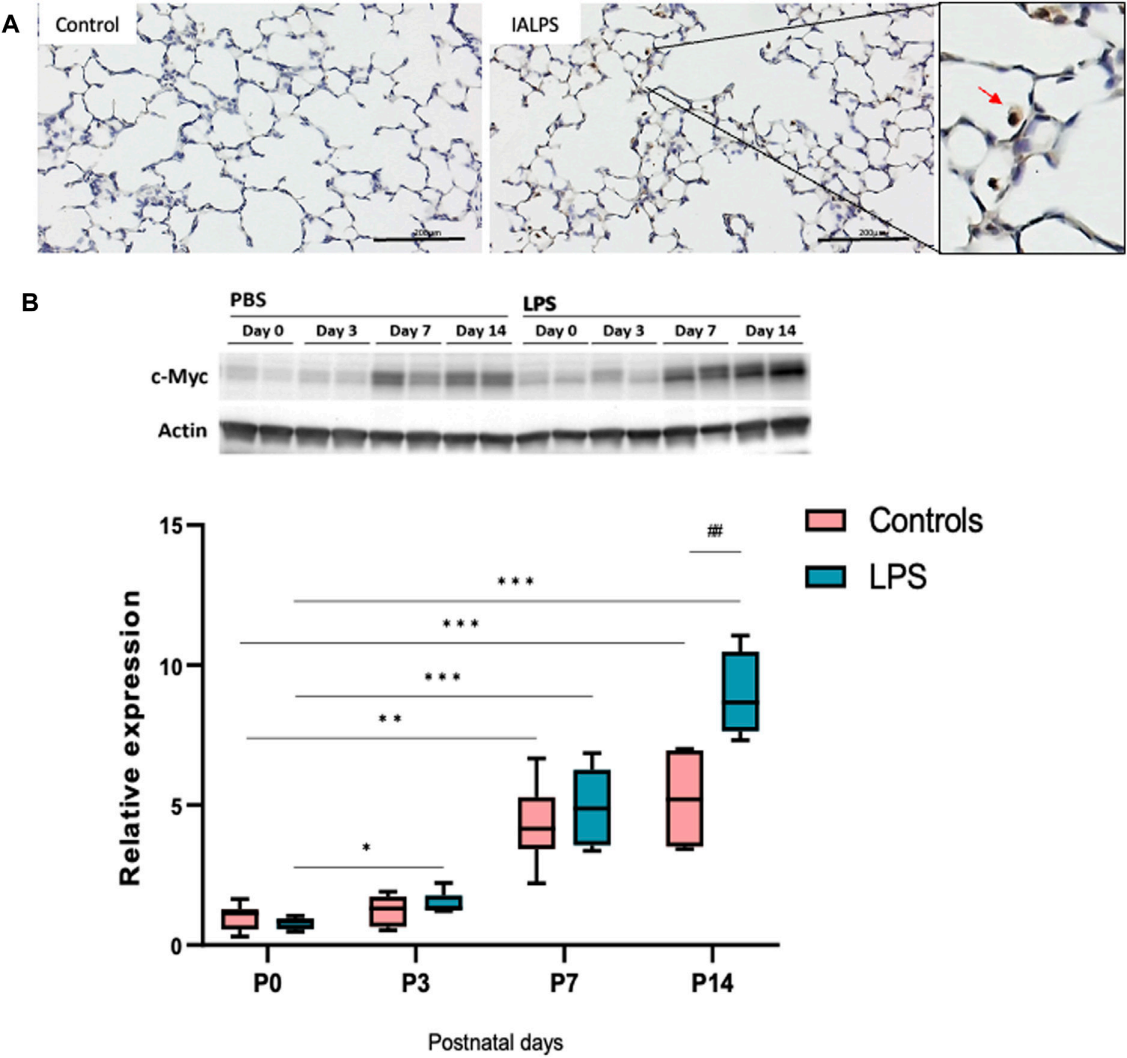
c-Myc is expressed in neonatal lung macrophages and is developmentally regulated. **(A)** Representative lung sections of rat pups at postnatal day 14 stained with c-Myc antibody showing localization of c-Myc expression to lung macrophages (brown-stained cells in magnified image on right). **(B)** Representative Western blot of lung tissue lysates showing expression of c-Myc over time (N = 4–7 per group). c-Myc was significantly upregulated during normal postnatal development, and this effect was more pronounced with exposure to LPS. *p < 0.02, **p < 0.002, ***p < 0.0002, ****p < 0.00002, ##*p* < 0.002.

### 3.8 Fetal lung inflammation induced by IA LPS is transient and is modulated by c-Myc

To determine the effect of prenatal c-Myc inhibition on fetal lung inflammation, we performed RT-PCR and cytokine multiplex assay. mRNA changes in IL1β, TNFα, CXCL1 and CXCL2 were not present at 24 h post-LPS exposure. Prenatal c-Myc inhibition in LPS-exposed fetal lungs suppressed IL1β and CXCL1 when compared to the LPS-exposed group, and suppressed TNFα when compared to both LPS and LPS+10058F4 treated groups. Similar to our findings in the placenta and fetal membranes, there was wide variability in mRNA expression of CXCL2 in response to LPS+10058F54 treatment, but these changes were not statistically significant when compared to control and LPS groups (Figure 9). On cytokine multiplex assay on lung lysates, LPS induced increased IL1β and CXCL10 at P0 only, and there were no significant changes in other pro-inflammatory mediators TNFꭤ, IL6, IL10, CXCL1, CXCL2, CX3CL1 or CXCL5 on P0 or P3 (Figure 10). There were no significant changes in angiogenic factor VEGF induced by LPS. These findings demonstrate that fetal lung inflammation induced by IA LPS is transient and resolves before postnatal day 3.

**FIGURE 9:**
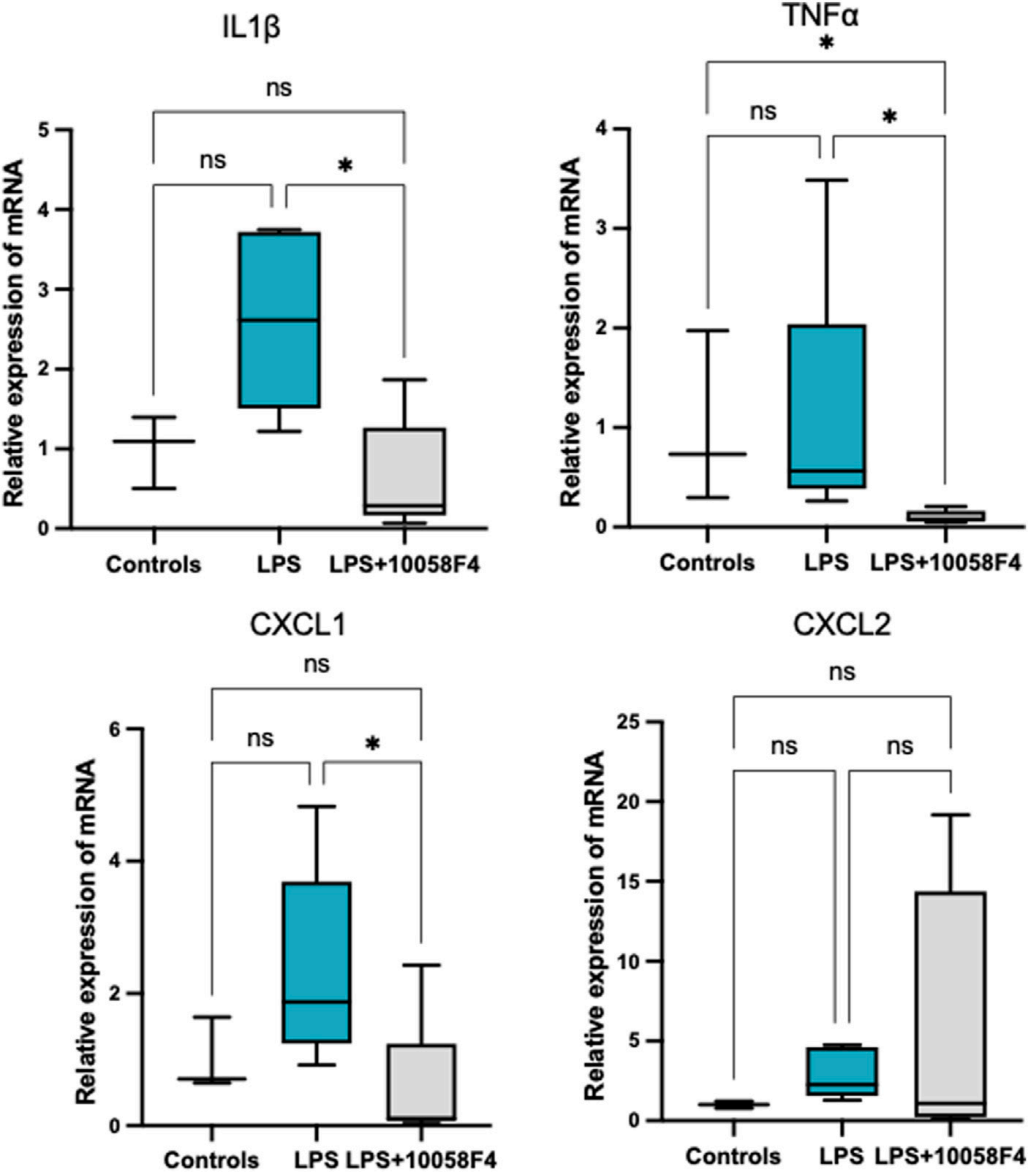
Fetal lung inflammation induced by IA LPS is transient and is modulated by c-Myc. RT-PCR of fetal lungs sampled at 24 h post-LPS exposure (N = 4–7 per group). There were no significant differences in mRNA expression of IL1β, TNFα., CXCL1 or CXCL2 with LPS exposure. Prenatal c-Myc inhibition in LPS-exposed fetal lungs suppressed IL1β and CXCL1 when compared to the LPS-exposed group and suppressed TNFα when compared to both LPS and LPS+10058F4 treated groups. There were no statistically significant changes in mRNA expression of CXCL2 with either LPS exposure alone or LPS+10058F54 treatment. *p < 0.05 Kruskal–Wallis test.

**FIGURE 10:**
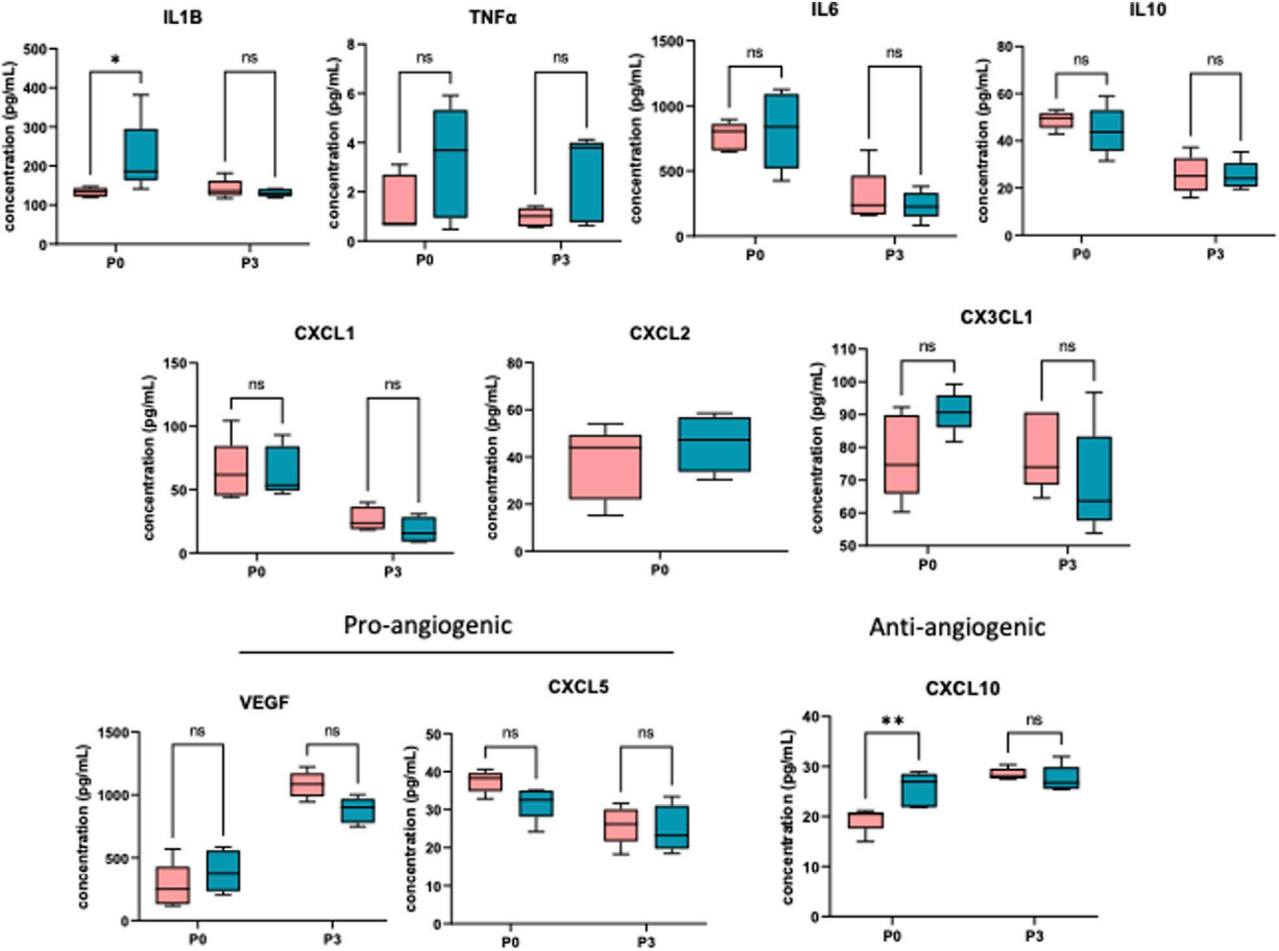
IA LPS induces fetal lung inflammation that resolves before postnatal day 3. Cytokine multiplex assay performed on neonatal lungs sampled on postnatal days (P) 0 and 3. In neonatal lungs at P0, LPS significantly induced IL1β and CXCL10. There were no statistically significant changes in TNFα, IL6, IL10, CXCL1, CXCL2, CX3CL1, CXCL5 and VEGF. N = 5 per group. *p < 0.05, **p < 0.02 Two-way Anova.

### 3.9 Prenatal c-Myc inhibition improves LPS-induced changes associated with BPD

To assess alveolarization, lung sections obtained at P14 were stained with H&E and analyzed for the mean linear intercept (MLI) and radial alveolar count (RAC), which are measures of alveolar septation and quantification of lung airspaces. MLI was increased in LPS-exposed neonatal rats at P14, demonstrating alveolar simplification relative to controls. RAC was significantly decreased in LPS-exposed neonatal rats (Figure 11). To assess pulmonary vascular muscularization, lung sections were double-stained with von Willebrand factor (vWF) and smooth muscle actin (SMA) (Figure 12A), and the ratio of number of vessels stained with SMA-vWF to the number of vessels stained with vWF was calculated (Figures 12B, C). In IA LPS-exposed lungs at P14, there was an increased ratio of SMA/vWF-stained vessels, indicating increased pulmonary vascular remodeling, which occurs in pulmonary hypertension. Compared to pregnant rats exposed to LPS only, prenatal treatment of LPS-exposed pregnant rats with c-Myc inhibitor 10058-F4 led to improved alveolarization, increased angiogenesis and decreased pulmonary vascular muscularization induced by LPS (Figures 11, 12). These findings suggest that c-Myc has a role in modulating impaired lung development induced by IAI.

**FIGURE 11:**
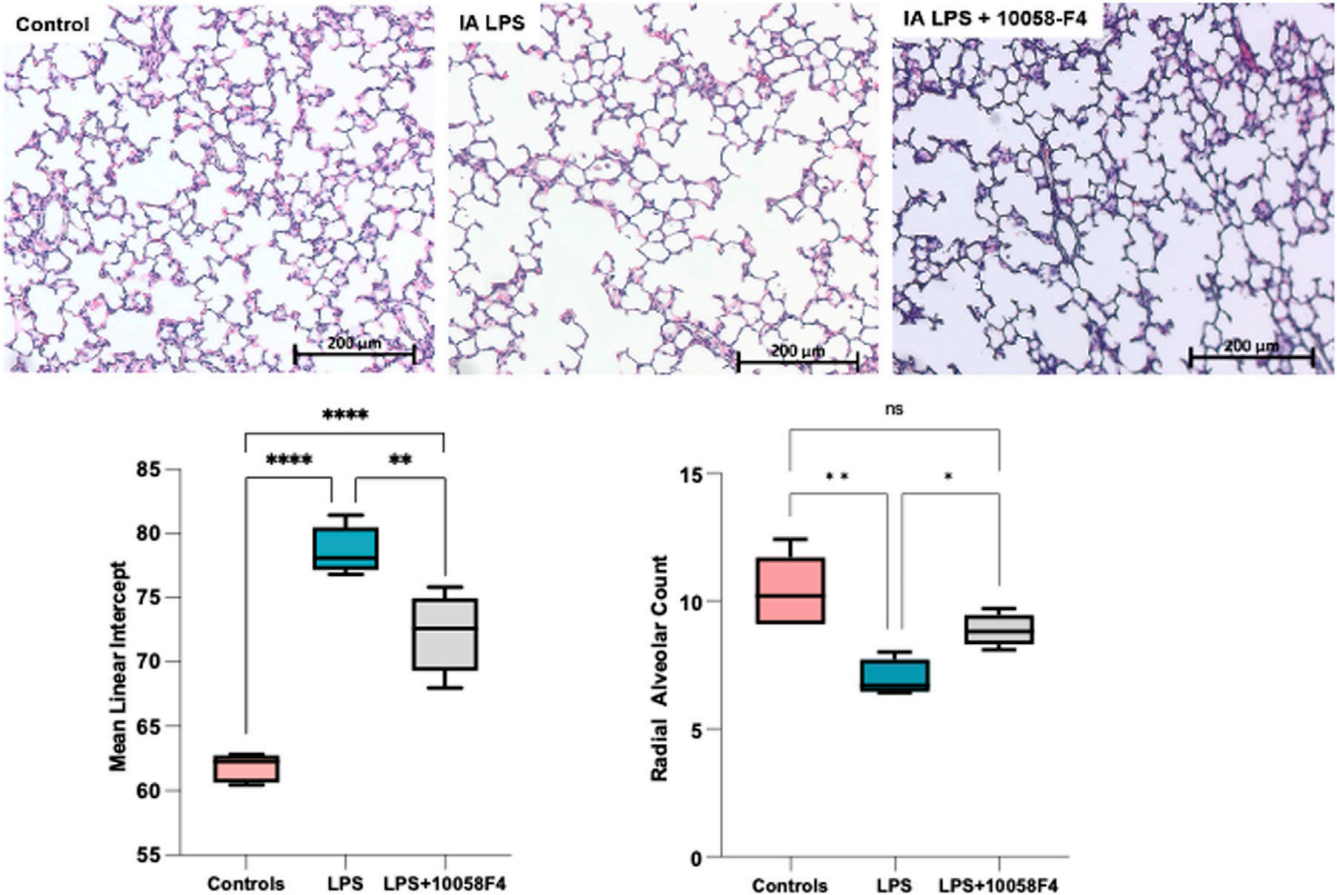
c-Myc inhibition improves alveolarization and pulmonary hypoplasia induced by IAI. Representative lung sections of rat pups at postnatal day 14 (n = 5 per group) stained with H&E to assess alveolarization. Mean linear intercept was significantly increased and radial alveolar counts were significantly decreased in IALPS-exposed lungs compared to controls at postnatal day 14, suggesting alveolar simplification and pulmonary hypoplasia. These effects were significantly decreased with c-Myc inhibitor treatment. *p < 0.05, **p < 0.005, ****p < 0.0001.

**FIGURE 12:**
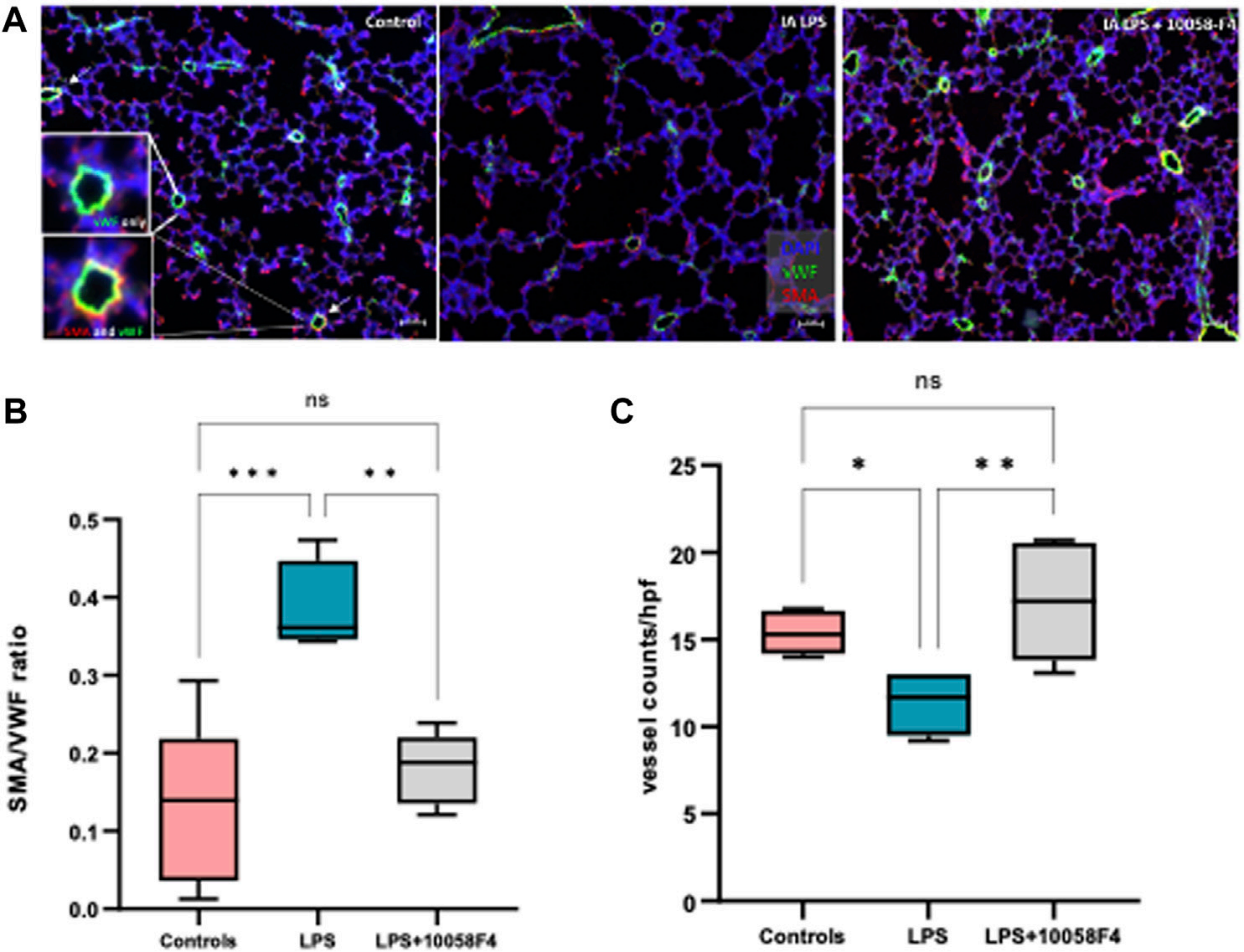
c-Myc inhibition increases angiogenesis and decreases pulmonary vascular remodeling in IAI at P14. **(A)** Immunostaining of lung sections sampled at postnatal day 14 with von Willebrand factor (vWF–green) and smooth muscle actin (SMA–red) (n = 4-8 per group) **(B)** Quantitative analysis of pulmonary vascular muscularization by calculating ratio of vessels stained with both SMA and vWF (demonstrated by white arrows and magnified images of vessels on far left), to number of vessels stained with vWF only (SMA/vWF ratio), and **(C)** quantitative analysis of angiogenesis using number of vessels stained with vWF per hpf. LPS exposure decreased angiogenesis and increased pulmonary vascular muscularization. Prenatal c-Myc inhibition with 10058-F4 treatment improved angiogenesis and decreased pulmonary vascular muscularization induced by LPS.

## 4 Discussion

To understand the role of c-Myc on placental inflammation and BPD induced by IAI we used ultrasound-guided IA LPS injections and allowed natural delivery, eliminating confounding effects of stress and inflammation induced by maternal laparotomy. This rodent model of IAI has been validated to cause a subclinical syndrome of IAI, which is most clinically relevant, compared to intra-uterine or intraperitoneal injections (Gomez-Lopez et al., 2018). We further validated this model with demonstrated uptake of tagged LPS in the amnion, fetal lungs, and gut, confirming exposure of the fetus to intraamniotic inflammation through the fetal membranes, lungs, and gastrointestinal tract. These findings are consistent with large animal models of IAI using IA LPS (Kramer et al., 2010). Overall, our results suggest that c-Myc drives neutrophil infiltration in IAI, and that c-Myc has a role in modulating neonatal lung alveolar development and pulmonary vascular remodeling.

Bulk RNA-sequencing of placenta and fetal membranes showed transcriptional changes in genes associated with inflammation (*S100a8, S100a9, Alox15, Il1b, Mmp8*), leukocyte activation (*Ccl2, Ccl3*), and decreased proliferation (*Map9, Tpx2*) in response to LPS exposure. *S100a8*, *S100a9, Il1b,* and *Mmp8* have been strongly associated with fetal inflammatory response syndrome (FIRS), preterm labor, and chorioamnionitis in preterm infants (Kallapur et al., 2013; Holmstrom et al., 2019; Golubinskaya et al., 2020), further supporting our rat model using IA LPS injections to simulate IAI and a FIRS-like response. *Alox15* encodes for arachidonic acid through the lipoxygenase 15 (ALOX15) pathway, which participates in glucocorticoid receptor response and modulates parturition through prostaglandin E2 synthesis pathway, suggesting a potential role in inflammation induced preterm labor (Zhang et al., 2023). *Ccl2* and *Ccl3* code for known inflammatory chemokines that are elevated in chorioamnionitis-exposed preterm infants (Stepanovich et al., 2023). LPS exposure suppressed *Map9* (Microtubule-Associated Protein 9) and *Tpx2* (Targeting protein Xklp2), which are protein-coding genes that are involved in cell growth and division. *Tpx2* abnormalities result in abnormal spindles and meiosis, and chromosome segregation errors in animal studies, which may be associated with birth defects and pregnancy loss (He et al., 2022; Zhang et al., 2022). These transcriptomic changes suggest a negative impact of placental growth and development induced by IA LPS.

LPS induces inflammation in the placenta and fetal membranes within 24 h of exposure, demonstrated by increased neutrophil infiltration and NET formation. Neutrophil infiltration is a hallmark of IAI, and neutrophil recruitment with NET formation are immune defense mechanisms against infections or danger signals (Gomez-Lopez et al., 2017). However, excessive neutrophil infiltration and NET formation in pathologic conditions may exacerbate tissue injury (Sorensen and Borregaard, 2016). In LPS-exposed placenta and fetal membranes, c-Myc is expressed in the nuclei of neutrophils. Prenatal systemic c-Myc inhibition with 10058F4 decreased LPS-induced neutrophil infiltration and NET formation in the placenta and fetal membranes, suggesting that c-Myc regulates inflammation in the placenta and fetal membranes in our rat model of IAI, and that c-Myc modulates NET formation in the placenta. Interestingly, c-Myc was not expressed in the neutrophils in LPS-exposed placenta treated with 10058F4 but is expressed in the cytoplasm of maternal decidual cells. The presence of c-Myc in the placenta has only been described in limited studies, in human choriocarcinoma and hydatidiform moles (Diebold et al., 1991; Cheung et al., 1993; Fulop et al., 1998). There is limited data on the role of c-Myc in the placenta in normal pregnancies and in IAI. On the other hand, the differences between intranuclear expression of c-Myc *versus* cytoplasmic c-Myc expression have been described, and the biological functions of c-Myc differ when expressed in nuclei or cytoplasm (Conacci-Sorrell et al., 2010). The expression of c-Myc in nuclei or cytoplasm has been used to risk stratify and prognosticate cancers (Geisler et al., 2004; Conacci-Sorrell et al., 2010; Gong et al., 2017).

We administered the c-Myc inhibitor 10058-F4 systemically, but it is not known whether 10058-F4 crosses the placenta. Since we performed ultrasound-guided intra-amniotic LPS injections to minimize systemic effects and to mimic subclinical chorioamnionitis, inflammation is localized to the amniotic sacs, placenta, and fetus. LPS is a toll-like receptor 4 (TLR4) agonist, and has been shown to prevent degradation of c-Myc via activation of the TLR/MyD88 pathway, but the exact mechanism by which LPS induces neutrophil-targeted c-Myc in the placenta are unknown (Wang et al., 2014). Our findings suggest that prenatal systemic 10058F4 treatment leads to inhibition of c-Myc in the maternal circulation, attenuating recruitment of neutrophils to the placenta and fetal membranes in IAI. However, prenatal 10058F4 did not inhibit c-Myc expression in the maternal decidual cells, which is likely constitutional in the placenta and fetal membranes and likely related to other functions regulated by c-Myc, such as cellular proliferation. The overall increase in c-Myc expression in the placenta and fetal membranes treated with 10058-F4 is not neutrophil-driven and may be a compensatory mechanism to overcome prenatal c-Myc suppression in cell types other than neutrophils, and possibly to protect the pregnancy and fetus. The role of c-Myc in placental and fetal development, and in IAI needs to be further explored.

We did not observe statistically significant changes in mRNA expression of specific inflammatory cytokines and chemokines (IL1β, TNF-α, CXCL1 and CXCL2) induced by LPS in the placenta and fetal membranes. This is likely due to lack of statistical power as there was an uptrend in IL1β and TNFα which corroborates with RNA-sequencing data. However, prenatal c-Myc inhibition in the LPS-exposed group significantly induced IL1β, CXCL1 and CXCL2 when compared to controls. CXCL1 and CXCL2 are members of the CXC chemokine subfamily that participate in wound healing, immunoregulation and neutrophil recruitment through activation of a CXCR2 receptor (Sawant et al., 2021). CXCR2 antagonism has been shown to decrease c-Myc expression in bone marrow of patients with chronic myeloid leukemia, through a CXCR2-mTOR-c-Myc cascade (Kim et al., 2021). c-Myc also regulates programmed cell death-ligand 1 (PD-L1), and c-Myc inhibition with 10058F4 in esophageal cancer cells downregulated PD-L1 (Liang et al., 2020). PD-L1 deficiency in neutrophils has been shown to lead to impaired secretion of CXCL1 and CXCL2 (Yu et al., 2022). In pregnancy, CXCL1 is produced in the placenta and participates in implantation, placentation and decidual angiogenesis (Korbecki et al., 2022). The dynamics between CXCL1, CXCL2 and CXCR2 receptor activation have been shown to be complex, and together, are vital in achieving homeostasis of inflammation and tissue healing (Sawant et al., 2021). CXCL1 and CXCL2 elevation in pregnant mice have been shown to be associated with massive decidual neutrophil infiltration and fetal loss (Mizugishi et al., 2015). The mechanisms by which c-Myc directly modulates CXCL1 and CXCL2, and their roles in IAI are unknown and need to be further explored. In our experiments, we observed that LPS exposure with prenatal c-Myc inhibition in a pregnant model induces an imbalance in CXCL1 and CXCL2 expression in the placenta and fetal membranes. Regardless, we observed reduction of neutrophil infiltration and NET formation with prenatal c-Myc inhibition, associated with improved neonatal lung remodeling. More studies are required to investigate the relationship between c-Myc, chemokine balance in pregnancy and effects on fetal development.

In fetal lungs, bulk RNA-sequencing showed that LPS exposure induced genes associated with chemokines that drive leukocyte migration to the fetal lung (*Cx3cr1, Cxcl3, Ccl12, Cxcl1, Cxcl13, Itgam, Lyz2, Mr1, Lgals3, Tap2, Trem1*), inflammation (*Angptl4, Chi3l1*), and surfactant homeostasis (*Sftpa1*, *Sftpb, Ctsh*). 

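Cx3cr1 (ENSRNOG00000018509) rose from 4.30 ± 0.813 CPM in controls to 7.09 ± 0.666 CPM in IA LPS lungs (SD, n = 3 each), a log2 fold change of 0.72 (SE 0.175, adjusted p = 0.0564, edgeR). In IA LPS replicate 4 it was at 2.71 CPM, below every control, and over all 7 samples the log2 fold change was 0.48 and not past the thresholds. Of the fits that left out a library of the 6, it was past the thresholds without control replicate 2 (0.88) or IA LPS replicate 1 (0.79). Angptl4 (ENSRNOG00000007545) rose from 1.90 ± 0.471 to 4.73 ± 0.0903 CPM (SD, n = 3 each), a log2 fold change of 1.31 (SE 0.215, adjusted p = 0.0181, edgeR). It stayed past the thresholds with IA LPS replicate 4, at 3.68 CPM, included (1.23) and with each library of the 6 left out. Chi3l1 (ENSRNOG00000053272) had a log2 fold change of 0.96 (SE 0.211, adjusted p = 0.0426, edgeR) and 0.98 over all 7 samples, with 6.91 CPM in IA LPS replicate 4. It was past the thresholds in both sets, but of the fits that left out a library only without control replicate 3 (1.05) or IA LPS replicate 3 (1.10). Ctsh (ENSRNOG00000014064) rose from 89.7 ± 2.94 to 140 ± 16.6 CPM (SD, n = 3 each), a log2 fold change of 0.64 (SE 0.0907, adjusted p = 0.0125, edgeR). It was at 190 CPM in IA LPS replicate 4 and past the thresholds over all 7 samples (0.76), and lost its call without IA LPS replicate 2 (0.54).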

*Cx3cr1* encodes for the receptor of fractalkine/CX3CL1, which is a chemokine involved in adhesion and migration of leukocytes. CX3CL1-CX3CR1 axis is strongly associated with inflammatory lung diseases (Zhang and Patel, 2010). CX3CR1 is also a major receptor for respiratory syncytial virus infections and has been found to modulate airway inflammation and mucus production (Das et al., 2017), as well as LPS-induced lung injury through NFκB activation (Ding et al., 2016). *Cxcl1, Cxcl3, Cxcl13, Itgam, Lyz2, Lgals3* encode for cytokines that are known to be dysregulated in animal models of hyperoxia-induced BPD (Deng et al., 2000; Rudloff et al., 2017; Hurskainen et al., 2021; Dong et al., 2022)*,* and *Trem1* is a protein-coding gene encoding for Triggering Receptor Expressed on Myeloid Cells 1 (TREM1) which is upregulated in preterm infants who developed BPD (Ambalavanan et al., 2009). *Angptl4* has been shown to be dysregulated in inflammation and may have protective anti-inflammatory and anti-angiogenic effects through modulation of NF-kBp65 and IL6 expression (Wang et al., 2013). *Angptl4* gene knockout in mice models of LPS-induced lung injury decreased inflammation and tissue damage, and improved recovery and mortality, suggesting a significant role of *Angptl4* in the mechanisms of inflammation-induced lung injury (Guo et al., 2015; Li et al., 2015). *Chi3l1* has been implicated in pulmonary fibrosis and is expressed in lung alveolar macrophages and regulates inflammation, cell proliferation and apoptosis in connective tissue cells including fibroblasts (Recklies et al., 2002). *Ctsh* is involved in pulmonary surfactant protein B production and plays a vital role in lung development (Lu et al., 2007; Buhling et al., 2011). Similar to our findings in the placenta, RT-PCR of IL1β, TNF-α, CXCL1 and CXCL2 in the fetal lungs did not show statistically significant differences induced by LPS. However, in fetal lungs exposed to LPS+10058F4, we observed suppression in IL1β and CXCL1 compared to LPS-exposed group, and suppression in TNF-α compared to both controls and LPS-exposed group. IL1β, TNF-α and CXCL1 dysregulation are well-associated with IAI and BPD (Ambalavanan et al., 2009; Cappelletti et al., 2020; Heydarian et al., 2022).

Cytokine multiplex of neonatal lungs showed that IA LPS significantly induced IL1β and CXCL10 at P0. There were no statistically significant changes in TNFα, IL6, IL10, CXCL1, CXCL2, CX3CL1, CXCL5 and VEGF. IL1β is a well-known major modulator in IAI and bronchopulmonary dysplasia (Bry et al., 2007; Cappelletti et al., 2020). CXCL10 participates in inflammation, specifically macrophage infiltration, and modulates migration of vascular smooth muscular cells and endothelial cell permeability (Li et al., 2021). It is upregulated in tracheal aspirates of preterm infants with BPD and is strongly associated with idiopathic pulmonary arterial hypertension in adults (Aghai et al., 2013; Li et al., 2021; Cunningham et al., 2022). Inhibition of CXCL10 in animal models have been shown to improve pulmonary hypertension and LPS-induced lung injury (Lang et al., 2017; Cunningham et al., 2022). Collectively, our RNA-sequencing data showed that IA LPS induced inflammatory transcriptional changes in the fetal lungs which persisted through postnatal day 0, but these inflammatory changes appeared to be transient and resolved before postnatal day 3. However, prenatal systemic c-Myc inhibition suppressed mRNA expression of inflammatory cytokines in the fetal lungs.

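The values here are those of the fetal lungs, and no postnatal lung was analysed. Icam1 (ENSRNOG00000020679) rose from 16.95 ± 0.996 CPM in controls to 28.0 ± 2.74 CPM in IA LPS lungs (SD, n = 3 each), a log2 fold change of 0.72 (SE 0.101, adjusted p = 0.0125, edgeR). It was at 30.8 CPM in IA LPS replicate 4 and past the thresholds over all 7 samples (0.76) and with each library of the 6 left out. The complement genes C1qa, C1qb and C1qc had log2 fold changes of 0.69, 0.68 and 0.83 over the 6 samples and 0.83, 0.83 and 0.91 over all 7, past the thresholds in both. They were at 40.0, 90.8 and 110 CPM in IA LPS replicate 4, above every control. C1qb kept its call with each library left out, C1qc lost it without control replicate 1 (0.73), and C1qa lost it without control replicate 1 (0.61) or IA LPS replicate 2 (0.63). Of the neutrophil genes, S100a9 (ENSRNOG00000011483) rose from 1.81 ± 1.40 to 6.75 ± 1.97 CPM (SD, n = 3 each), a log2 fold change of 1.89 (SE 0.468, adjusted p = 0.0590, edgeR). With 5.23 CPM in IA LPS replicate 4, it was not past the thresholds over all 7 samples (1.81), and of the fits that left out a library only without control replicate 3 (2.74). S100a8 (ENSRNOG00000011557) had a log2 fold change of 1.38 (SE 0.429, adjusted p = 0.107, edgeR) and 1.56 over all 7 samples, not past the thresholds in either set. Mmp8 (ENSRNOG00000009907) rose from 0.567 ± 0.363 to 2.07 ± 0.689 CPM (SD, n = 3 each) and was at 2.56 CPM in IA LPS replicate 4. Its log2 fold change was 1.85 (SE 0.474, adjusted p = 0.0642, edgeR) and 1.94 over all 7 samples, past the thresholds in both, but of the fits that left out a library only without control replicate 2 (2.45). Of 8 neutrophil genes tested, all named because they rose in placenta, 2 were called over all genes and 5 when adjusted over the list alone, and over all 7 samples 1 and 5. Cxcl10 (ENSRNOG00000022256) had a log2 fold change of 0.86 (SE 0.374, adjusted p = 0.222, edgeR) and 0.90 over all 7 samples, not past the thresholds in either set. Its unadjusted p over the 6 samples was 0.0485 (edgeR). All 4 IA LPS lungs, at 1.15 to 2.62 CPM, lay above every control (at most 1.07 CPM). Leaving out each library of the 6 gave 0.40 (without IA LPS replicate 2) to 1.07 (without IA LPS replicate 1). Il1rn and Ccl2 had log2 fold changes of -0.20 and -0.19, and -0.23 each over all 7 samples, within the spread between replicates.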

At P14, rat pups exposed to LPS had alveolar simplification and pulmonary hypoplasia, decreased angiogenesis, and increased pulmonary vascular muscularization, consistent with a BPD-phenotype. Extracellular matrix (ECM) remodeling is another important component in the pathophysiology of BPD, and RNA sequencing of fetal lungs at 24 h after LPS exposure showed significant modulation of genes related to ECM remodeling (*Cxcl1*) and organization, collagen synthesis (*Col9a2, Col9a1, Col11a2, Col11a1*), proliferative mesenchymal progenitors and matrix fibroblasts. These results are consistent with previously reported data where extracellular matrix development and collagen protein synthesis was disrupted in lungs of preterm rhesus macaques exposed to IALPS (Schmidt et al., 2020). 

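The ontology sheet of suppressed genes lists 12 genes under extracellular matrix. It was drawn up from the same 6 samples, which largely fixes the direction and calls of its genes there. Of the 12 genes, 11 were tested and all 11 were lower in IA LPS lungs in both sets, with log2 fold changes from -1.35 to -0.59 over the 6 samples. Over the 6 samples 7 were called and over all 7 samples 3, and IA LPS replicate 4 was below the control mean in all 12. That mean is over the same controls the sheet was drawn up from, so this is not fully independent evidence. Under extracellular matrix structural constituent, 4 of 6 tested genes were called over the 6 samples and 1 over all 7. Of the cartilage genes outside the collagens the paper names, 6 were tested and none was called in either set, over all genes or when adjusted over the list alone. Col2a1 (ENSRNOG00000058560) fell from 288 ± 15.4 CPM in controls to 203 ± 11.6 CPM in IA LPS lungs (SD, n = 3 each), a log2 fold change of -0.50 (SE 0.0740, adjusted p = 0.0130, edgeR), which is under the fold change threshold. It was at 171 CPM in IA LPS replicate 4, and the log2 fold change was -0.56 over all 7 samples. Cnmd (ENSRNOG00000012821) had a log2 fold change of -0.45 (SE 0.128, adjusted p = 0.0895, edgeR) and -0.40 over all 7 samples. Col9a3, Hapln1 and Cytl1 had log2 fold changes of -0.42, -0.40 and -0.89 with adjusted p-values from 0.219 to 0.478 (edgeR), and Matn3 one of -0.22 that changed sign without IA LPS replicate 1 (0.06). The microfibril gene Fbn2 (ENSRNOG00000043219) fell from 318 ± 51.6 to 229 ± 16.4 CPM (SD, n = 3 each), a log2 fold change of -0.48 (SE 0.120, adjusted p = 0.0603, edgeR), and was at 136.1 CPM in IA LPS replicate 4. It was under the fold change threshold over the 6 samples and not past the thresholds over all 7 (-0.63), and was past them only without control replicate 3 (-0.61).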

Targeted inhibition of extracellular matrix proteins provides partial protection from lung injury induced by hyperoxia and anti-inflammatory treatment in animal models improved changes related to BPD through modulation of collagen and extracellular matrix protein expression and TGF-β1/Smads pathway, suggesting potential for targeted therapy in modifying abnormal extracellular matrix remodeling in IAI-induced BPD (Mizikova et al., 2018; Chen et al., 2020).

c-Myc expression in rat fetal lungs have been shown to be elevated during a period of growth, then decrease over increasing gestational age, coinciding with the time of cell differentiation and beginning of surfactant production (Kellogg et al., 1992). Interestingly, protein expression of c-Myc increases postnatally in neonatal lungs of control pups, demonstrating a role of c-Myc in normal postnatal lung development. c-Myc is an important regulator of cell proliferation, differentiation, and growth. When exposed to LPS, c-Myc is overexpressed during neonatal lung development, which is also associated with large transcriptomic differences in cell differentiation and proliferation, airway and alveolar epithelial cell differentiation, collagen and extracellular matrix organization, and surfactant proteins, predicting abnormal lung development, which is consistent with the lung parenchymal and vascular changes observed in our 14-day old pups. In LPS-exposed rat pups, prenatal c-Myc inhibition improved alveolarization, increased angiogenesis and decreased pulmonary vascular muscularization, demonstrating a role of c-Myc in IAI-associated BPD. The exact mechanisms by which c-Myc induces neonatal lung remodeling need to be further explored.

BPD with pulmonary hypertension is highly clinically relevant. A subset of preterm infants with moderate to severe BPD develop pulmonary hypertension (BPD-PH), which is associated with significantly increased morbidity and mortality (Hansmann et al., 2021). Compared to infants without pulmonary hypertension, infants with BPD-PH have higher rates of tracheostomy, need for tube feeds, poorer growth and neurodevelopmental outcomes, and hospital readmissions (Nakanishi et al., 2016; Al-Ghanem et al., 2017; Lagatta et al., 2018). Pulmonary hypertension is independently associated with exposure to IAI (Woldesenbet and Perlman, 2005; Yum et al., 2018). In cord blood of newborns exposed to IAI, there is an imbalance of angiogenic factors such as sFlt-1, VEGF, and endothelial progenitor cells. In preterm rhesus macaque fetuses, exposure to intra-amniotic LPS results in large transcriptional changes of genes regulating vascular development (Schmidt et al., 2020). In preterm lamb models, IA LPS exposure causes decreased pulmonary blood flow and increased pulmonary arterial pressures, suggesting a direct link between IAI and pulmonary hypertension (Polglase et al., 2010). The mechanisms by which pulmonary hypertension is associated with BPD and IAI are not completely understood, and given the significant burden of BPD-PH, there is a pressing need to investigate the mechanistic pathways and potential interventions to improve neonatal outcomes. Our results suggest that c-Myc regulate neonatal lung vascular remodeling in response to IAI.

We recognize limitations in our study. 

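The variation between fetal lungs of a group was estimated as edgeR's common biological coefficient of variation (BCV), the part of the relative spread that counting does not give. It was 0.165 among the 3 controls and 0.1498 among IA LPS replicates 1 to 3. Pairs of controls gave 0.1501, 0.152 and 0.1801, and pairs of IA LPS replicates 1 to 3 gave 0.162, 0.140 and 0.128, so the ranges of the 2 groups overlap. With IA LPS replicate 4 included, the BCV of the IA LPS lungs was 0.240, above that of the controls.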

There is variance in RNA sequencing data within the control animals, which may be attributed to the fact that sterile PBS was injected in controls as a placebo under clean, but not sterile, conditions. Thus, the procedure by itself may induce an intra-uterine inflammatory response which may account for the data variance. Also, we do not have RNA-sequencing available for the LPS-exposed group treated with c-Myc inhibitor 10058-F4. Given the various perinatal interventions and treatment, there was rejection and death of pups in LPS-exposed and treated groups which could influence the results. Further animals treated with 10058-F4 were done in different days from control and IA LPS only animals, which could have introduced batch effect in our analysis. All animals were purchased from the same vendor and the same lot of LPS was used in all experiments.

Despite these limitations, we can conclude that the transcription factor c-Myc is dysregulated in the placenta, fetal membranes, and neonatal lungs in intra-amniotic inflammation and modulates inflammation of the placenta and fetal membranes in the rat model of IAI induced by IA LPS and modulates IAI-induced neonatal lung remodeling. Further studies are needed to explore the mechanisms by which c-Myc modulates NET formation, and to investigate c-Myc as a potential therapeutic target in IAI, and IAI-induced BPD. However, c-Myc has been challenging to target therapeutically due to its intranuclear nature and its highly disordered structure (Llombart and Mansour, 2022). Moreover, it is a ubiquitous transcription factor that is involved in multiple cell processes vital to physiologic functions. The ideal c-Myc inhibitor needs to be highly selective to diseased conditions and normalize c-Myc levels, rather than fully inhibiting all c-Myc-associated functions. Novel c-Myc inhibitors with such properties have since become available and should be the focus of future studies to investigate translational therapeutic potential of c-Myc inhibition to improve adverse neonatal outcomes induced by antenatal inflammation.

## Data Availability

The gene expression data have been deposited in NCBI’s Gene Expression Omnibus (GEO: https://ncbi.nlm.gov/geo/) and are accessible through GEO Series accession numbers GSE237595 and GSE239349.

# Supplementary material for: c-Myc Drives inflammation of the maternal-fetal interface, and neonatal lung remodeling induced by intra-amniotic inflammation
**Source:** Front Cell Dev Biol. 2024 Feb 28;11:1245747. doi: 10.3389/fcell.2023.1245747
**Supplement:** Supplementary file 3

| A. Primary Antibodies and Dilutions |
| --- |
| Myc Antibody (9E10): sc-40 (Santa Cruz Biotechnology) WB 1:500, IHC 1:100 |
| Beta-actin Mouse (Sigma-Aldrich) #A5441 WB 1:10000 |
| Anti-Histone H3 (citrulline R2 + R8 + R17) antibody Catalog #ab5103 (Abcam) IF 1:50 |
| Human/Mouse Myeloperoxidase/MPO antibody Catalog # AF3667 (R&D Systems) IF 1:50 |
| von Willebrand factor, #A0082 (Dako) IF 1:50 |
| Monoclonal Anti-Actin, α-Smooth Muscle, #A2547 (Sigma-Aldrich) IF 1:100 |
| B. TaqMan® Gene Expression Assays (ThermoFisher Scientific) |
| TNF-alpha Catalog # 4331182 Assay ID Rn01525859_g1 |
| IL-1b Catalog # 4331182 Assay ID Rn99999009_m1 |
| Cxcl2 Catalog # 4331182 Assay ID Rn00586403_m1 |
| Cxcl1 Catalog # 4331182 Assay ID Rn00578225_m1 |
| c-Myc Catalog # 4331182 Assay ID Rn07310910_m1 |
| Eukaryotic 18S rRNA Endogenous Control (FAM™/MGB probe, non-primer limited) Catalog # 4333760F |

How the deposited data were processed for this re-analysis (not part of the article)

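Bulk RNA-sequencing data of fetal rat lung were analysed, collected 24 h after IA injection of 10 µg LPS or PBS on embryonic day 18, from 3 control and 4 IA LPS lungs. The labels write the LPS dose as an incomplete number, and the dose of the paper was used. Condition and replicate came from the sample labels, and each column of the table was matched to a sample by its name. The counts sheet of Supplementary Table S3 shows which 6 samples the paper used. Its copy here holds 1999 of 23918 genes, and all 1999 match the deposited values within rounding (largest difference 0.05).

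The authors deposited estimated counts per gene, made by assigning reads to transcripts of the rat genome with kallisto and summing them to genes with tximport, without normalization. The paper's text does not name the software versions, the annotation release or the tximport option used for counts. Reads shared between near-identical genes were divided by kallisto's estimate, so values of paralogs are uncertain to that extent. From these values, whole-number counts were made by rounding, and no library was left out of the table of 7. No pair of libraries held identical values.

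Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed with edgeR's filterByExpr, which kept 15627 genes in the 6 samples of the paper and 15750 in all 7. Libraries were normalized with TMM and the groups compared with edgeR's quasi-likelihood test, with condition as the only term. The dam of each lung was not known, so litter could not be a term. Standard errors were computed from the log2 fold change and the F statistic. Adjusted p-values are Benjamini-Hochberg values. Calls used the thresholds of the paper, a fold change of at least 1.5, p under 0.05 and adjusted p under 0.1. CPM values in the text use TMM factors over the 7 libraries, and log2 CPM a prior count of 2. A count of 3 was taken as the floor, and folds against a group with all libraries at or under it are lower bounds. With 3 lungs against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.1. Total counts ranged from 25031802 to 28336462.

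The test was checked on simulated counts made from the means and library sizes of the samples, with 200 genes changed 3-fold. edgeR recovered 176 of the 200 (88%) with 14 false calls among 15492 genes tested, and made 5 calls among 15503 genes where no gene was changed. The camera set test, run on simulated lists, called the 1 raised list and none of 28 unchanged lists. Each gene was simulated independently, so this check does not cover lists whose genes vary together.

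Named genes were fixed before the data were examined as every gene the paper names for the fetal lung, the genes it measured there, 4 sex-linked genes, and the 5 induced and 5 suppressed genes with the largest fold change among called genes whose groups did not overlap and whose mean was at least 1 CPM. The supplementary tables paired 2070 identifiers with names, of which 2050 are in the table and 1271 were tested. Nearly all of these names come from sheets of genes that changed in placenta. Among tested genes 695 had a name because they rose there and 572 because they fell, of which 64.7% and 45.98% were higher in IA LPS lungs, against 49.97% of 14356 genes without a name. These are more genes than the paper counts as induced and suppressed in placenta, so not all passed its thresholds there. List members with a name are therefore selected by a difference in placenta under the same treatment, whether or not it passed. All 11 tested members of the erythroid list and 9 of the 10 of the myeloid list had risen in placenta. Of the 38 named genes 22 had an identifier. In addition, 29 lists of marker genes were written before the data were examined. Only the erythroid list had a value for at least 80% of its genes, so the other 28 were not tested as lists, and single members are reported in their place. Which members are reported was chosen after their values were seen, as were the 8 gene ontology terms. In the copy of the ontology sheets used here 19 of 401 gene lists are shortened, and the lists of the 8 terms are complete.

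Alternatives set before the data were examined were all 7 samples, each replicate left out, the replicate number as a block, DESeq2's size factors, DESeq2, limma-voom, no filter, a stricter filter, counts thinned to the smallest library and other thresholds. Leaving replicates out of the 7 samples, and limma-voom with sample weights, were chosen after seeing the data. Two-group tests of blood and thymus as sources of leukocyte genes were revised after their first result was seen. They first used the called myeloid genes and asked whether each lay more than 2 standard errors above 0, which all did. They now use all 10 tested members of the myeloid list and ask whether the median log2 fold change exceeds 2 median standard errors of single genes, which is not the error of a list. The mean of the 10 genes per library, with its standard error between libraries, was therefore added last. By the first criterion, 8 of the 10 genes passed with an erythroid term in the fit and 7 of the 10 without IA LPS replicate 2, so it would not have been met by all 10. Blood is reported as open, where earlier versions counted against it, because the check written first, that erythroid genes rise if blood is the cause, pointed towards blood, and because the erythroid genes had a name only as genes that rose in placenta. The gene set behind the count of genes low in IA LPS replicate 4 was also changed once, from a mean of at least 5 CPM over the 6 other libraries to one over all 7, which is the set reported. The limits by which explanations were judged, such as 75% of calls kept after thinning, were set here and come from no outside standard. Tests of GC content and gene length were not made, as the annotation of the build was not used here.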

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

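The tests of IA LPS replicate 4 and of the myeloid genes in this part were chosen after the results were seen. For 80 results the values of the 4 IA LPS lungs were compared, and in 13 of them the highest or lowest lung stood apart (Dixon's test at its 95% critical value), where 4 are expected by chance. Some of the genes were themselves chosen because 1 library was high, so the 13 overstate how common this is.

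IA LPS replicate 4, which the paper did not analyse, stood apart from the other libraries. Its Spearman correlations with them were 0.958 to 0.974, against 0.985 to 0.992 among the other 6, and on PC1 of all 7 samples its distance to the nearest library was 0.587 of the range. Of the 339 genes induced in the 6 samples, 308 were above all 3 controls in IA LPS replicate 4, and of the 176 suppressed genes 162 were below all 3. A control carrying the wrong label is argued against, since 96.2% of the induced genes were above the control mean in this library, against 43.3%, 64.6% and 82.8% for each control held out of the fit in turn, and at most 62.9% in 20 simulated unchanged libraries. A lower depth is argued against by its total of 27401076 counts, within the range of the other libraries (25031802 to 28336462). The distance was 0.600 of the range after all libraries were thinned to the smallest. With no lower depth to remove, thinning could not test this further. A few genes with most of the counts are argued against too, since the distance was 0.588 without the 100 largest genes of each library. Of 11661 genes with a mean of at least 5 CPM, 467 were more than 2-fold below the lowest other library in IA LPS replicate 4, against 2 to 16 in the others, and 3 were more than 2-fold above the highest. Added heart tissue would raise its own genes and would lower so many others this far only if it made up most of the RNA, so these losses argue against it as the whole cause. RNA quality, the time of collection and the litter were not tested, nor were GC content and gene length. A stronger or later response to IA LPS stays open as an untested biological explanation.

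In 3 of the 13 results IA LPS replicate 4 was the lung apart. Tpx2 was at 419 CPM in it against 276 to 295 CPM in the others, Angptl4 at 3.68 against 4.64 to 4.82 CPM, and ENSRNOG00000017100 at 0.297 CPM against no count. For Angptl4 all 4 lungs lay above the controls (at most 2.43 CPM). No explanation of these 3 single values was tested beyond those of the library as a whole.

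Rag1 was at 27.8 CPM and Ptcra at 2.80 CPM in IA LPS replicate 2, against at most 0.943 and 0.0714 CPM in the other IA LPS lungs, and Alb was at 83.8 CPM in it against at most 15.4 CPM. Alb was at 513 CPM in control replicate 3. Mpo was at 7.56 CPM in IA LPS replicate 2 against at most 2.44 CPM, and at 8.09 CPM in control replicate 3. LOC102554731 was at 10.5 CPM in IA LPS replicate 2 against at most 0.428 CPM. Myh3 and Myog were at 46.3 and 8.52 CPM in IA LPS replicate 1, against at most 1.93 and 0.764 CPM in the other IA LPS lungs. Rag1 and Ptcra are on the thymus list, Alb on the liver list and Myh3 and Myog on the skeletal muscle list. Tissue next to the lung is a candidate source of these transcripts, but with a value for 20.0% of the thymus, 30.0% of the liver and 69.2% of the skeletal muscle genes the lists were void as tests. Without IA LPS replicate 2 the median log2 fold change of 10 myeloid genes was 0.60, so these values argue against thymus in that lung as the whole cause of the higher myeloid genes.

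S100a9 was at 9.01 CPM in IA LPS replicate 1 and at 5.23 to 5.85 CPM in the others, all above the controls (at most 3.41 CPM). Cxcl2 had 1 count (0.0349 CPM) in IA LPS replicate 1 and none elsewhere, which is under the floor. ENSRNOG00000016444 was at 0.244 CPM in IA LPS replicate 1 and without a count in the others, against at least 2.22 CPM in the controls. No explanation was tested for these 3 results.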

How the results depend on the processing

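The alternatives that added IA LPS replicate 4 and left out another library, and limma-voom with sample weights, were chosen after seeing the data. Against 339 induced and 176 suppressed genes over the 6 samples, counts from 317 to 373 induced and 156 to 197 suppressed were given by DESeq2's size factors (334 and 181), DESeq2 (373 and 197), limma-voom (352 and 187), no filter (326 and 181), a stricter filter (317 and 156) and thinned counts (340 and 168). DESeq2 and edgeR shared 324 induced and 169 suppressed genes. An adjusted p under 0.05 gave 220 and 103, no fold change threshold 799 and 700, which lowers the share of induced genes among the calls from 65.8% to 53.3%, and edgeR's glmTreat against a fold change of 1.5 gave 11 and 4. These follow from the thresholds themselves.

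Leaving out each library of the 6 gave 150 (without control replicate 1) to 384 (without control replicate 3) induced genes, and 67 (without control replicate 1) to 1.8e+02 (rounded, without control replicate 3) suppressed genes, with 84 without IA LPS replicate 2. All 7 samples gave 220 and 80, with 206 and 76 shared with the 6. When IA LPS replicate 4 was kept and another library left out, the counts were 1 and 1 without control replicate 1, 1 and 0 without control replicate 2, 2 and 2 without control replicate 3, 126 and 70 without IA LPS replicate 1, 1 and 0 without IA LPS replicate 2, and 127 and 39 without IA LPS replicate 3. Unadjusted p-values under 0.05 numbered 1758 and 1922 where no suppressed gene was called. With weights for the quality of each library, limma-voom called 463 and 252 genes over all 7 samples, 331 and 172 of them among the 339 and 176. The spread within the IA LPS group (BCV) was 0.240 with IA LPS replicate 4 and 0.1498 without it.

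No other split of the 6 samples into 3 and 3 gave as many calls as the 515 of the actual groups (1 of the 10 splits, at most 2 calls in the others), but 10 splits cannot give a share under 0.1. Over all 7 samples 1 of the 35 splits, the actual groups, gave 300 calls, with at most 6 in the others. A difference in library size between groups is argued against as the cause of the calls, since 93.6% of the 515 remained after thinning. The replicate numbers are not stated to pair the samples, and the deviations of same-numbered samples correlated at 0.172, -0.0955 and -0.205. With the replicate number as a block, 267 and 150 genes were called.

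The gap between groups on PC1 was 0.354 over the 6 samples, 0.186 over all 7, and 0.270 to 0.725 when each library of the 6 was left out. It was 0.665 with DESeq2's variance-stabilized counts and 0.614 with scaled genes. With the 500 most variable genes the groups overlapped (-0.18), and the cause was not tested. Of the marker lists 0 of the 1 tested passed, and leaving out each library gave 0 to 1. The erythroid list (median log2 fold change 0.26, higher in 11 of 11 genes, all named because they rose in placenta) passed without control replicate 3 (0.51), IA LPS replicate 1 (0.51) or IA LPS replicate 3 (0.36), and was at -0.07 without IA LPS replicate 2 and 0.08 without control replicate 2. Neither fry nor camera with an estimated correlation called it.

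Of 66 genes whose log2 fold change was compared across alternatives, 6 changed sign, none of them called over the 6 samples. Genes reported only by library, such as the sex-linked Eif2s3y and Kdm5d, are not among the 66. Leaving out each library gave log2 fold changes of -0.18 to 0.31 for Eln, -0.086 to 0.068 for Col13a1, -0.24 to 0.99 for Aspn, -1.15 to 0.71 for Mpo and -0.63 to 0.061 for Matn3. Over all 7 samples Aspn was at -0.052 and Cnn1 at 0.019. The cause was not tested. Across the 66 genes and the alternatives, 774 results kept their direction and side of the thresholds, 111 fell short of the thresholds, 13 newly passed them and 13 changed sign. With all 7 samples 13 of the 66 genes lost their call, without control replicate 1 the number was 21, and without IA LPS replicate 2 it was also 21. Counts near the floor limit Il1b and Cxcl2, for which no fold change was fitted.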

Differences from the paper's values

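The copy of the paper's fold change sheet used here held 1999 of 17591 genes, and 379 of them pass its thresholds. No suppressed gene, such as Col9a2, Col11a1 or Col11a2, was among the genes compared, so the differences listed here are not complete. The log2 fold change of Sftpd was 2.62 (SE 0.334) against the paper's 2.96 (SE 0.249) in its supplementary table. Of the alternatives set before the data were examined, the difference from the paper's value was within the larger standard error with all 7 samples (2.88), without control replicate 3 (3.01), without IA LPS replicate 3 (2.88), with the replicate block (2.61), DESeq2 (2.62), limma-voom (2.61) and the stricter filter (2.62). It was not without control replicate 1 (2.48), control replicate 2 (2.43), IA LPS replicate 1 (2.48) or IA LPS replicate 2 (2.46), nor with DESeq2's size factors (2.61), no filter (2.61) or thinned counts (2.61). Where the value was 2.61 or 2.62, the outcome depended on the standard error of that fit. DESeq2, which the paper used, did not give the paper's value from the deposited counts, and its difference was within the larger standard error only because its own was 0.436. Since both values come from the same 6 samples, these standard errors do not measure how well 2 computations agree.

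Lrg1, S100a8 and Cd177 pass the thresholds in the paper's table, but had adjusted p-values of 0.157, 0.107 and 0.101 here with edgeR. All 3 passed with DESeq2, which the paper used. Lrg1 also passed with the replicate block, S100a8 without control replicate 3 and with limma-voom, and Cd177 without IA LPS replicate 3 and with thinned counts. Spi1 and LOC102554731 were called here and are not past the thresholds in the paper's table. Over the alternatives on the 6 samples set before the data were examined, the adjusted p-values of Lrg1, S100a8 and Cd177 each fell on both sides of 0.1. Sftpc is shown among induced genes in Figure 7F, and its log2 fold change of 0.55 here was under the fold change threshold, as it is in the paper's table. It passed without control replicate 3 (0.67) or IA LPS replicate 1 (0.65). The paper's text gives signature genes of proliferative mesenchymal progenitors and matrix fibroblasts as induced. The 6 proliferation genes and 2 matrix fibroblast genes with a name gave no call here, but they are too few to test the signatures.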

Other observations

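The tests of on-and-off genes were chosen after the result was seen, and the tests of blood and thymus with the myeloid genes were chosen and then revised after it. The named genes below outside the paper's text were chosen after their values were seen.

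Lower cartilage in the dissected IA LPS lungs is a candidate explanation for the lower Col9a2, Col11a1 and Col11a2. Of 13 other cartilage genes 6 were tested, with a median log2 fold change of -0.43, and all 6 were lower, but none was called and 3 were within 2 standard errors of 0. The named collagens fell by 0.76 to 1.35 on the log2 scale. With under 80% of the list measured, less cartilage and a change in collagen synthesis cannot be told apart here.

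More blood in the IA LPS lungs was tested for the higher leukocyte genes. The 10 tested members of the myeloid list were all higher, with a median log2 fold change of 0.60, and 6 were called. The erythroid genes rose as well, by a median of 0.26 over 11 genes, which goes with blood as a cause, but was at -0.07 without IA LPS replicate 2. All 11 erythroid genes and 9 of the 10 myeloid genes had a name because they rose in placenta, so that all were higher is partly a result of how they were selected. With the mean erythroid level as a term in the fit, the median of the myeloid genes was 0.58 against a median standard error of 0.154, 5 were called, and 273 induced and 183 suppressed genes were called in all. Without IA LPS replicate 2, the library with high Rag1, the median was 0.60 against a standard error of 0.156, and 2 genes were called at the smaller sample size. Rag1 was at most 0.943 CPM in the other IA LPS lungs and up to 1.02 CPM in the controls, and the mean log2 CPM of the 10 genes was 4.94, 4.73 and 4.88 in IA LPS replicates 1, 3 and 4, against 4.28 to 4.46 in the controls. In IA LPS replicates 1 and 3 against the 3 controls this mean was higher by 0.47 (SE between libraries 0.118), so thymus in that lung is argued against as the whole cause. The erythroid genes varied widely within groups (mean log2 CPM 3.13 to 4.18 in controls and 3.48 to 4.72 in IA LPS replicates 1 to 3), so the term removes blood only as well as they measure it. IA LPS replicate 2 and control replicate 3 had the highest erythroid levels (4.72 and 4.18). They also had the highest Alb, which is on the liver list (83.8 and 513 CPM). The erythroid level may therefore not measure blood alone. The mean erythroid level was 3.48 and 3.85 in IA LPS replicates 1 and 3, within the control range. The myeloid means of these libraries lay above every control. For these 10 genes this argues against more blood as the whole cause. Blood as part of the cause stays open, above all in IA LPS replicate 2, which had the highest erythroid level (4.72). How much came from blood and how much from a response of leukocytes to IA LPS cannot be told apart here.

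Genes near 0 in 1 library and above 5 CPM in another of the same group numbered 30 over the controls or IA LPS replicates 1 to 3, and none of the 30 was called. Ifit1, just above the floor and so not among the 30, had 4 counts each in IA LPS replicates 1 and 2 and 129 to 183 counts in the other libraries of the 6, and 137 in IA LPS replicate 4. The sex-linked Eif2s3y and Kdm5d meet this rule in both groups. In control replicate 2 and IA LPS replicate 3 Eif2s3y had 0 and 0 counts and Kdm5d 2 and 0. In control replicate 3 and IA LPS replicate 1 they were at 36.4 to 48.6 CPM. That both were high in the same libraries goes with the sex of the fetus rather than a strain variant. For the other genes a strain variant against the reference might give such a pattern. Without reads it cannot be told apart from a true absence there, and no biological explanation was tested.

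The transcripts of Eif2s3y and Kdm5d were at 37.5 and 45.4 CPM in control replicate 3, 36.4 and 48.6 in IA LPS replicate 1 and 54.0 and 25.6 in IA LPS replicate 4, and at most 0.618 CPM in the other 4 libraries. The cardiac genes Nppa and Tnnt2 were at 128 and 86.2 CPM in control replicate 1, against at most 21.4 and 39.4 CPM in the other libraries except for Tnnt2 in IA LPS replicate 4 (88.6 CPM). Il1b had 0, 1 and 0 counts in the controls, 9, 6 and 3 in IA LPS replicates 1 to 3 and 7 in replicate 4, at least 1.88-fold higher. The paper also measured Il1b and Cxcl2 in fetal lung by RT-PCR, and those values were not analysed here.

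In the 2 gene ontology sheets of Supplementary Table S3, the adjusted p-value equals the unadjusted p-value in 401 of 401 terms. The term collagen trimer is in both sheets. Among induced genes it lists C1qa, C1qb, C1qc and Sftpd, which hold collagen-like domains, with a median log2 fold change of 0.76 over 6 genes. Among suppressed genes it lists Col9a2, Col11a1 and Col11a2, with a median of -0.98 over the 4 tested. Under axoneme assembly, 18 genes are listed, all higher in IA LPS lungs over the 6 samples and all 7, of which 18 were called over the 6 samples and 9 over all 7. The sheet was drawn up from the same 6 samples, which fixes most of this. IA LPS replicate 4, not part of that choice but set against the same controls, was above the control mean in 17 of the 18.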
